# Complete stranded RNA profiling during early mouse gonad development

**DOI:** 10.1093/narmme/ugaf014

**Published:** 2025-05-02

**Authors:** Fanghong Ou, Zhangting Wang, See-Wing Chan, Kai-Kei Miu, Wai-Yee Chan

## Abstract

Sexual dimorphism in mouse gonads becomes evident at around embryonic day (E)12.5, followed by germ cell differentiation. While prior studies have concentrated on protein-coding genes, our research expands this by profiling the complete spectrum of stranded RNAs including long and short RNAs in one preparation. We identified 2419 differentially expressed genes (DEGs) in the comparison between E12.5 and E11.5 mouse gonads, along with 333 and 770 DEGs in E13.5 versus E12.5 and in E14.5 versus E13.5, respectively. A total of 22 RNA types were annotated, highlighting mRNA, tRNA, long non-coding RNA, antisense RNA, small nucleolar RNA, and microRNA as the most significantly varied types. Serial chromosomal ideographs revealed active chromatin hubs encompassing Hox, tRNA, and stefin gene clusters. Chromosomes 11 and 13 exhibited a higher density of DEGs. Notably, some unassigned reads were mapped to the *Sox9* TESCO (testis-specific enhancer core sequence enhancer), with quantitative PCR results confirming elevated expression of TESCO enhancer RNA at E12.5. By integrating data from public databases, we propose potential regulatory networks involving transcription factors, miR6236, Snord33, long intergenic non-coding RNA *Neat1*, *Anks1b*, and *Lars2*. Our study provides the first complete stranded RNA profiling during early gonad development and serves as a reference for future functional genetic and epigenetic research in reproductive biology.

## Introduction

Early bipotent gonads or genital ridges, which are the origin of testis or ovaries, are paired structures raised from proliferating coelomic epithelium at ∼4 weeks post-coitum in humans and embryonic day (E)9.5 in mice [1]. Sexual dimorphism in the XX and XY gonads becomes evident at around E12.5 in mice and at 6 weeks of gestation in humans, followed by initiation of germ cell development [1–4].

Previous studies have demonstrated the significance of various transcription factor (TF) genes, such as *WT1*, *SRY*, *NR5A1*, *SOX9*, and *DAX1*, in developing gonads [5–9]. In recent years, evidence suggests that non-coding RNAs also play crucial roles in gonad differentiation. For example, *Start* (Steroidogenesis activating lncRNA in testis) regulates steroidogenesis specifically in mouse Leydig cells [10]. MicroRNA-202 maintains spermatogonial stem cells and is downstream of *SOX9* in Sertoli cells during testis differentiation [11]. However, we are still far from having a complete picture of the diversity and functional networks of different RNA biotypes in mammalian early gonad development.

The classification of RNA encompasses various types of RNA molecules, each with distinct functions and characteristics. The widely studied RNA types include mRNA, tRNA, rRNA, microRNA (miRNA), small nuclear RNA (snRNA), small nucleolar RNA (snoRNA), small interfering RNA (siRNA), circular RNA (circRNA), and long non-coding RNA (lncRNA) [12, 13]. Long intergenic non-coding RNA (lincRNA) and antisense transcripts are the major functional subtypes of lncRNA.

lncRNAs are generally involved in transcription regulation together with miRNAs. They act as competing endogenous RNAs (ceRNAs) or natural miRNA sponges to balance the influence of miRNAs [14]. miRNAs are transcribed by RNA polymerases II and III as long primary precursor miRNAs (pri-miRNAs) and undergo a series of cleavage events by the ribonucleases Drosha and Dicer to form mature miRNAs containing 21–23 nucleotides. The mature miRNA can be incorporated into the RNA-induced gene silencing complex (RISC) and guides the complex to the target mRNA via complementary base pairing, leading to gene silencing by cleavage, destabilization, or inhibition of translation [15].

snoRNAs are typically 60–300 nucleotides in length. Small Cajal body-specific RNA (scaRNA) is a subtype of snoRNA concentrated at Cajal bodies and follows the classification by box C/D and box H/ACA [16]. Their primary function is to guide chemical modifications of other RNAs by forming functional small nucleolar ribonucleoproteins (snoRNPs). Box C/D snoRNAs guide 2′-*O*-ribose methylation, while box H/ACA snoRNAs guide pseudouridylation [17]. Emerging studies have also implied that snoRNAs might play miRNA-like roles in gene silencing and alternative splicing regulation [18].

In this study, we conducted SEQuoia complete stranded RNA-seq using pooled total RNAs from mouse male and female gonads at E11.5, E12.5, E13.5, and E14.5. By adding poly(A) tails and unique molecular identifiers (UMIs) to all stranded RNAs, we were able to quantify short- and long-stranded RNAs with or without poly(A) tails in one preparation for each time point. This is the first profiling of complete stranded RNAs in early mouse gonad development including sex determination and germ cell development initiation stages.

## Materials and methods

### Animals

Animal experiments followed protocols approved by the Animal Experiment Ethics Committee (AEEC 19/203/MIS and 21-299-MIS) of The Chinese University of Hong Kong (CUHK) and the Guidelines of Animals (Control of Experiments) Ordinance (Cap. 340) licensed by the Department of Health of HK SAR. Mice were housed at CUHK Laboratory Animal Services Centre with a 12 h light and dark cycle, temperature range of 22–24°C, and *ad libitum* access to food.

### Sample preparation

Embryos were collected from pregnant C57BL/6J wild-type mice at E11.5, E12.5, E13.5, and E14.5. For the embryos at E11.5, whole genital ridges (including gonad and mesonephros) were collected. Gonads were dissected free of the mesonephros starting from E12.5 [19]. The samples were stored at –80°C for subsequent steps. For next-generation sequencing (NGS) library construction, at least six male and six female gonads from two litters at the same time points were pooled together for total RNA extraction with Trizol reagent (Invitrogen). For quantitative real-time PCR, male and female gonadal RNAs were extracted separately. All of the total RNA samples were evaluated with Nanodrop 2000 (Thermo) with an *A*_260_/*A*_280_ ratio of ∼2. The RNA integrity number (RIN) values of the samples tested by Agilent 4200 RNA ScreenTape ranged from 8.4 to 10.

### Library construction and sequencing

Libraries were prepared with the SEQuoia Complete Stranded RNA Library Prep Kit (BioRad #17 005 726), SEQuoia Dual Indexed Primers Set (BioRad #12 011 928), and rRNA Depletion Kit (NEB #E6350) with RNA Sample Purification Beads (NEB #E6350S) according to the manufacturer's manual. For each time point, a single library was prepared from a 1 μg total RNA sample from the pooled gonads. The four total RNA samples were first hybridized with the rRNA-targeted probes, followed by RNase H digestion, DNase I digestion, and RNA purification using beads. Ribodepleted RNA samples then underwent fragmentation, end repair, poly(A) tailing, and continuous synthesis steps for cDNA library preparation. The cDNA samples were further purified, concentrated, amplified, and cleaned up. Sequencing was finished by Medikonia Limited using the Hiseq-PE150 platform. Each library was pulled for 15G of raw data.

### Bioinformatic analysis

The BioRad SeqSense Analysis Toolkit (https://github.com/BioRadOpenSource/SEQuoia-Complete) that incorporates fastQC, debarcode, cutAdapt [20], starAlign [21], umiTagging, deduplication with UMI-tools [22], picardAlign, splitBamLong and splitBamMi with Bedtools [23], countLongRNA and countMicroRNA with featureCount [24], and calcRPMKTPM in a container was used for secondary analysis according to the designers’ manual. The reference genome was the mm10 version. Differential expression analysis was conducted with the edgeR package [25] using count matrices as input and filtration threshold |logFC (fold change)| ≥ 1 and FDR (false discovery rate) ≤ 0.05. Chromosome ideograms were plotted with the RIdeogram package [26]. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment and gene set enrichment analysis (GSEA) were conducted with clusterProfiler in R studio [27]. Heatmaps were generated with the BGI Dr. Tom platform (https://eu-biosys.bgi.com/#/report/login) with transcripts per million (TPMs) standardized by *Z*-score by row. ceRNA relationships were also analyzed with the Dr. Tom platform. Protein–protein interaction (PPI) prediction was based on STRING11 [28]. TargetScan [29], Starbase [30], RNAhybrid [31], and miRanda [32] were used to predict the target relationship of miRNA. Only the target relationships supported by at least two software systems were presented. The selective networks were visualized with Cytoscape software [33]. Single-cell-related analyses were conducted based on the TEDD Website [34].

### Quantitative real-time PCR

For miRNAs, primers were designed using miRprimer3. Reverse transcription was performed with *Escherichia coli* poly(A) polymerase and the M-MuLV reverse transcriptase-based system (NEB). For other RNAs, primers were designed using NCBI primer blast, or from Primer Bank and Origene. Reverse transcription was performed using the RT Master Mix kit (Takara) following the standard manual. Quantitative PCR was performed using Universal SYBR Green Master mix (Applied Biosystems) and the ABI QuantStudio 7 (Flex) real-time PCR system (Applied Biosystems). All samples were performed in triplicate. Gene expression was normalized to Gapdh or U6 snRNA. Statistical analyses, including Student's *t*-test and two-way analysis of variance (ANOVA), were performed using GraphPad Prism, with *P* < 0.05 considered statistically significant. Primers are listed in Supplementary Table S5.

## Results

### Stranded RNA profiles during early gonad development

Aiming to profile comprehensive stranded RNA biotypes during early gonad development, we dissected embryonic gonads from wild-type C57BL/6J mice at E11.5–E14.5 for complete stranded RNA-seq library construction, followed by NGS (Fig. 1A, B). 

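Gonads of XX and XY embryos were pooled at daily steps from E11.5 to E14.5, with at least 6 male and 6 female gonads from 2 litters in a pool. The genital ridge was taken with its mesonephros at E11.5, and the mesonephros was removed from E12.5 on. Each pool gave 1 library from 1 μg of RNA, so no time point has a replicate to check it against. Ribosomal RNA was hybridized to probes and digested with RNase H, and the remaining RNA was tailed and copied into cDNA with UMIs. The deposited values are the deduplicated reads that the authors counted on each gene of mm10 and the TPM made from them. Counts summed to 31266481 at E11.5, 25593453 at E12.5, 31752562 at E13.5 and 31526303 at E14.5 over 40999 listed features. A count of 0 allows up to 3 counts, which is 0.117 CPM in the smallest library and 0.0945 CPM in the largest. Each library was compared with the previous time point by edgeR's exact test after TMM scaling. The test used a preset dispersion of 0.01, a biological coefficient of variation of 0.1, and DEGs are the genes with |logFC| ≥ 1 and FDR ≤ 0.05. With 1 library per time point, the test compares those libraries, not the conditions, and every interval or floor covers counting error only. Log2 fold changes are positive when the later time point is higher and carry an exact Clopper-Pearson 95% interval. A gene with 3 counts or fewer in either library is given as a lower bound of its fold change.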

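Protein-coding genes held 72.3% of the deduplicated counts at E11.5 (Wilson 95% interval 72.2–72.3), 80.9% at E12.5 (80.9–80.9), 81.7% at E13.5 (81.7–81.7) and 43.0% at E14.5 (42.9–43.0). Nuclear rRNA, with 35 genes in the files, held 9.06% (9.05–9.07), 1.31% (1.30–1.31), 1.03% (1.02–1.03) and 40.7% (40.6–40.7) at the same time points. Mitochondrial rRNA held 8.68% (8.67–8.69), 7.59% (7.58–7.60), 7.70% (7.69–7.71) and 8.27% (8.26–8.28). The 10 most abundant genes of a library took 23.5%, 15.1%, 14.6% and 57.3% of its counts. Rn18s-rs5, the 18S rRNA gene, was the most abundant gene at E11.5 with 2833632 counts and at E14.5 with 12816977, and it had 334505 counts at E12.5 and 325792 at E13.5. When the rRNA genes and the 10 most abundant genes of each library were left out, 49 genes in all, the protein-coding share at E14.5 moved to 93.4%, the largest move of a class share.

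**Figure D1:**
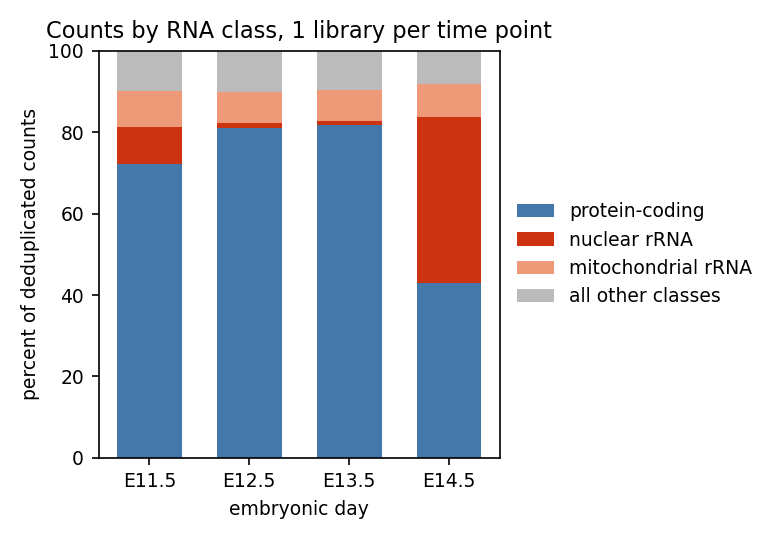
Share of the deduplicated counts, in percent, on protein-coding genes, nuclear rRNA, mitochondrial rRNA and all other classes at each time point, 1 library each. Nuclear rRNA takes 9.06% at E11.5 and 40.7% at E14.5 but 1.31% and 1.03% in between.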

The sequencing raw data were processed according to the Bio-Rad Seqsense Analysis Toolkit and yielded 57 million to 76 million unique mapped reads (∼80% of the total) at each time point. 

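At least 1 count in any library was found for 30460 of the 38005 listed features other than miRNAs, for 635 of the 1851 mature miRNAs and for 473 of the 1143 miRNA precursors. Detection depended most on the minimum count. With at least 10 counts in any library, 20083 features other than miRNAs and 70 mature miRNAs remained. Every library had at least 1 count for 22391 features other than miRNAs and for 131 mature miRNAs. Between 26021 features at E14.5 and 27471 at E13.5 had a count in a single library.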

A total of 30 462 long RNAs and 635 miRNAs were identified from about half of the unique mapped reads.

**Figure 1.**
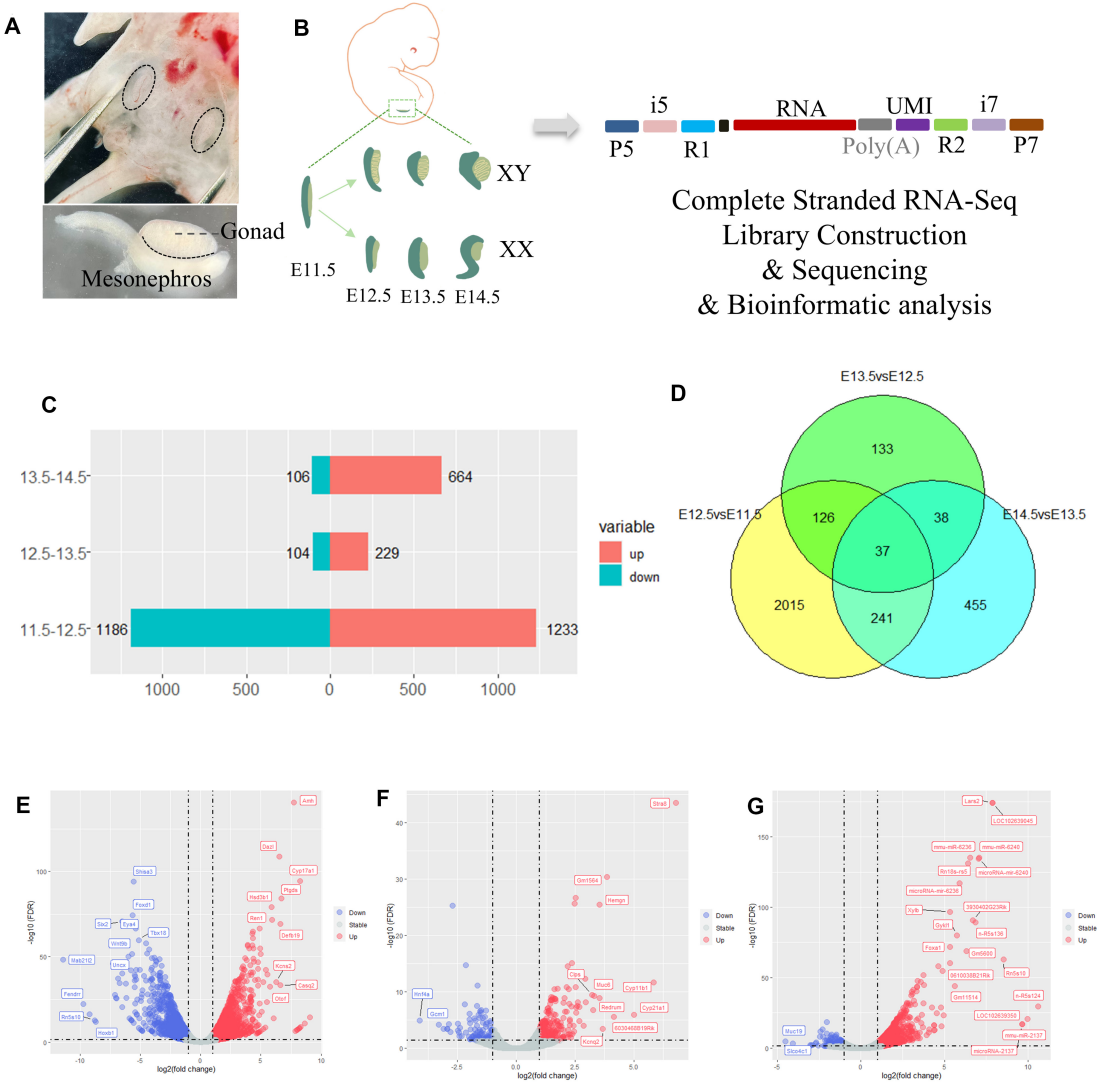
Identification of differentially expressed stranded RNA. (**A**) Illustration of gonads in an embryo. (**B**) Schematic diagram of conducting complete stranded RNA-seq of mouse gonads. (**C**) The numbers of up- and down-regulated differentially expressed genes (DEGs) from E12.5 versus E11.5, E13.5 versus E12.5, and E14.5 versus E13.5. DEGs were analyzed with edgeR, filtrated with |logFC| ≥ 1, FDR ≤ 0.05. (**D**) Venn plot of DEGs across the time points using edgeR. ( **E–** **G**) Volcano plots of DEGs. The *x*-axis represents the FC of the difference after conversion to log2, and the *y*-axis represents the significance value after conversion to –log10. Red represents DEG up-regulated, blue represents DEG down-regulated, and gray represents non-DEGs.

Differentially expressed gene (DEG) analysis using the edgeR package revealed that the gonadal transcriptome changed more dramatically during the sex determination stage from E11.5 to E12.5, with 1233 genes up-regulated and 1186 genes down-regulated when applying the filtration threshold as |logFC| ≥ 1 and FDR ≤ 0.05. In contrast, the profiles remained stable from E12.5 to E13.5, with only 330 genes up-regulated and 164 genes down-regulated. 

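Of the 19215 genes tested between E12.5 and E11.5, 2749 were DEGs (14.3%), with 1375 up-regulated and 1374 down-regulated. The up-regulated share was 50.0% (Wilson 95% interval 48.2–51.9). The part of the paper's table used here holds 1997 genes, 1233 up-regulated and 764 down-regulated, so it lacks some of the paper's down-regulated genes. Of these 1997, 1978 were also called. The preset variability moved the number of DEGs most, and a biological coefficient of variation of 0.4 in place of 0.1 left 286 DEGs.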

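Between E13.5 and E12.5, 19152 genes were tested and 360 were DEGs, 244 up-regulated and 116 down-regulated. The up-regulated share was 67.8% (62.8–72.4). The paper's supplementary table lists 494 genes for this comparison, of which 333 have a paper's FDR of at most 0.05, and 327 of those 333 were also called here. A single gene was called with the biological coefficient of variation at 0.4.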

Then in the germ cell development stage, from E13.4 to E14.5, the gonadal transcriptome showcase a new profile with 664 genes up-regulated and 106 genes down-regulated (Fig. 1C; Supplementary Tables S1–S3). 

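Between E14.5 and E13.5, 18992 genes were tested and 925 were DEGs, 812 up-regulated and 113 down-regulated, so that 87.8% were up-regulated (85.5–89.7). Among the 770 genes that the paper lists, 758 were also called. TMM multiplied the library size by 1.45 at E13.5 and by 0.688 at E14.5. Scaling by total counts alone shifted the median gene by −1.079, and 11397 genes were then called, 11136 of them down-regulated. The same alternative shifted the median by 0.16 at E12.5 and by 0.03 at E13.5. Changes at E14.5 are therefore given relative to the median gene, and a gene whose rise is smaller than that shift held a smaller share of all counts than at E13.5.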

The Venn plot showed that only 37 genes retained a dynamic change during E11.5–E14.5, while 2015 genes specifically changed from E11.5 to E12.5, and 455 genes specifically changed from E13.5 to E14.5 (Fig. 1D). 

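In all 3 comparisons together, 43 genes were DEGs each time, against 1.71 if the sets were independent among the 18299 genes tested throughout. Only E12.5 called 2279 genes, only E13.5 142 and only E14.5 558. E12.5 and E14.5 shared 288 genes that E13.5 did not call. Of the 43 genes, 19 rose each time, 9 fell at E12.5 and E13.5 and then rose, 7 fell and then rose through E14.5, and 5 rose and then fell through E14.5. In 20 simulated sets of libraries without any change, a median of 0 genes was called throughout when the simulated variability matched the preset, and 445.5 when it was 0.4. A preset biological coefficient of variation of 0.2 left 6 of these shared genes.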

The difference between developmental stages is even more pronounced from DEGs filtrated with |logFC| ≥ 2 and FDR ≤ 0.05. These findings suggested that the genetic profiles varied greatly between the stages of sex determination and germ cell development.

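With |logFC| ≥ 2, the DEGs numbered 1230 at E12.5, with 623 up-regulated and 607 down-regulated. At E13.5 the numbers were 99, 68 and 31. At E14.5 they were 359, 331 and 28.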

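Among the 3418 genes with at least 1000 counts in every library, the robust SD of the log2 fold change was 0.25 between E12.5 and E11.5, 0.13 between E13.5 and E12.5 and 0.14 between E14.5 and E13.5. A list of 15 housekeeping genes had median log2 fold changes of 0.08, −0.04 and −0.01 in that order. These medians sat at percentiles 85.7, 39.5 and 66.9 of 10000 random lists matched on expression. All 15 genes had at least 10 counts in every library, the paper names 1 of them, Gapdh, and 0 of the 15 tested were called in each comparison, over all genes and adjusted over the list alone. From the numbers of DEGs in the comparisons, the paper proposes that the genetic profiles of the sex determination and germ cell development stages vary greatly.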

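The RNA type of each feature was taken from GENCODE M21 for 25583 of the 40999 features (62.4%) and through the RefSeq symbol for another 3230. RefSeq gave the type of 4366, the name in the files gave that of 3440, and 4380 were left without a type. With the features without a type counted as 1 group, the DEGs of E12.5 fell into 22 groups, those of E13.5 into 11 and those of E14.5 into 20. The DEGs of any of the 3 comparisons fell into 23.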

The DEGs were categorized into 22 RNA biotypes. Protein-coding mRNAs made up the majority of the DEGs. 

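Protein-coding genes were 2274 of the DEGs at E12.5, or 82.7% (Wilson 95% interval 81.3–84.1), out of 15148 tested. They were 320 at E13.5, or 88.9% (85.2–91.7), and 478 at E14.5, or 51.7% (48.5–54.9). At E14.5, 398 of the 478 were up-regulated. This direction reversed when total counts replaced TMM, with 9414 protein-coding DEGs of which 9278 were down-regulated.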

Other significant RNA types included tRNA, lincRNA, antisense RNA, snoRNA, and miRNA (Table 1). Additionally, > 100 DEGs were uncharacterized and labeled as N/A, suggesting that there is still much to be discovered and understood about the RNA regulatory network in gonadal development.

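lincRNAs made up 75 DEGs at E12.5, 6 at E13.5 and 17 at E14.5, and antisense RNAs 39, 3 and 16. Other lncRNAs made up 56, 4 and 28. Of the 11 snRNAs tested, 5 were DEGs at E12.5, 4 of them down-regulated, and 8 at E14.5, all up-regulated. Scaled by total counts at E14.5, 1 snRNA was called and it was down-regulated. Nuclear and mitochondrial rRNA genes gave 3 DEGs of 5 tested at E12.5, all down-regulated, and 6 of 6 at E14.5, all up-regulated.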

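The 4380 features without a type held 0.479% of the counts at E11.5 and 0.262% at E14.5. Without rRNA and the most abundant genes the shares were 0.636% and 0.628%. Of the 727, 738 and 719 of them that were tested, 89 were DEGs at E12.5, 6 at E13.5 and 32 at E14.5. Their share of the DEGs at E12.5 was 3.24% (Wilson 95% interval 2.64–3.97).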

**Table 1.** Classification of differentially expressed stranded RNAs

RNA types	Count of DEGs by edgeR					
	(|LogFC| ≥ 1, FDR ≤ 0.05)			(|LogFC| ≥ 2, FDR ≤ 0.05)		
	E11.5–12.5	E12.5–13.5	E13.5–14.5	E11.5–12.5	E12.5–13.5	E13.5–14.5
Antisense	22	2	4	13	0	2
bidirectional_promoter_lncRNA	1	0	0	1	0	0
lncRNA	27	3	5	14	1	2
miRNA	11	0	17	5	0	10
misc_RNA	1	0	3	0	0	1
polymorphic_pseudogene	1	0	0	1	0	0
processed_pseudogene	25	1	8	8	0	3
processed_transcript	21	2	4	7	0	2
protein_coding	2053	293	402	813	57	133
Pseudogene	2	0	0	0	0	0
rRNA	3	0	6	3	0	4
scaRNA	0	0	2	0	0	0
sense_intronic	1	1	2	0	0	1
snoRNA	19	0	84	0	0	29
snRNA	3	0	7	0	0	3
TEC	1	0	0	0	0	0
transcribed_processed_pseudogene	2	0	3	0	0	0
transcribed_unprocessed_pseudogene	3	2	0	3	1	0
tRNA	46	10	158	3	0	28
unprocessed_pseudogene	6	0	2	2	0	0
N/A	171	19	63	74	6	23
**Grand total**	**2419**	**333**	**770**	**947**	**65**	**241**

### Chromosomal plots revealed active chromatin hubs

To better discover the dynamics during early gonad development, the distribution of the DEGs was plotted on the mouse karyotype using the RIdeogram package in RStudio (Fig. 2A–C). Background with colors indicates chromosomal regions of the DEGs. To avoid overly dense coverage of labels, only ∼400 DEGs were labeled with RNA types in each diagram. The numbers of DEGs distributed on each chromosome were summarized in Supplementary Table S4. 

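Of the tested genes on each chromosome, 15.6% on chromosome 2, 14.0% on chromosome 7, 13.6% on chromosome 11 and 14.4% on chromosome 13 were DEGs at E12.5. Chromosomes 1 (17.05%), 3 (16.28%), 6 (16.68%), 14 (15.61%) and 15 (16.73%) had higher shares. So did the X chromosome, with 147 of 744 tested genes (19.8%), and the Y chromosome, with 4 of 14. At E14.5 the shares were 3.80%, 4.40%, 6.41% and 8.85% on chromosomes 2, 7, 11 and 13 and 6.78% on the X chromosome.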

Chromosomes 2, 7, 11, and 13 exhibited a higher density of DEGs. 

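Chromosome 1 held 7.02% of the DEGs at E12.5 (Wilson 95% interval 6.12–8.04), 7.50% at E13.5 (5.21–10.7) and 7.57% at E14.5 (6.03–9.45). Chromosome 7 held 7.17% (6.26–8.19), 6.94% (4.75–10.1) and 6.70% (5.26–8.50). The X chromosome held 5.35% (4.57–6.25), 4.44% (2.75–7.10) and 5.51% (4.22–7.18). For each of these chromosomes the intervals overlap across the comparisons, which by itself does not exclude a difference.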

The proportion of DEGs in most chromosomes showed little variation from E11.5 to E14.5. However, the proportion of DEGs on Chr11 increased from 7.4% to 10.78%, while those on Chr13 rose from 4.71% to 8.70%. In contrast, the proportion of DEGs on Chr6 decreased from 5.58% to 3.51%, and on Chr2 declined from 8.23% to 6.49% (Fig. 2D–F). These results suggested that Chr6 and Chr2 might be more essential in early gonadogenesis and sex determination, while Chr11 and Chr13 might be the most active chromosomes during mouse early gonad development, especially in germ cell development.

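Chromosome 11 held 7.42% of the DEGs at E12.5 (Wilson 95% interval 6.50–8.46) and 10.3% at E14.5 (8.48–12.4), against 7.81% of the tested genes in both comparisons. Chromosome 13 held 4.58% (3.86–5.43) and 8.32% (6.71–10.3), against 4.56% and 4.58% of the tested genes. At E14.5, 31 of the 95 DEGs on chromosome 11 and 44 of the 77 on chromosome 13 were tRNAs. Counting protein-coding genes only moved the share of differentially expressed genes on chromosome 11, E14.5 versus E13.5, to 8.159%. It moved the share of differentially expressed genes on chromosome 13, E14.5 versus E13.5, to 3.975%.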

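Chromosome 6 held 5.64% of the DEGs at E12.5 (4.84–6.56) and 3.57% at E14.5 (2.55–4.97), with 4.84% and 4.79% of the tested genes. The intervals overlap only narrowly, and such an overlap does not rule out a lower share at E14.5. Chromosome 2 held 8.40% (7.42–9.50) at E12.5 and 6.05% (4.69–7.78) at E14.5, with 7.73% and 7.75% of the tested genes.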

**Figure 2.**
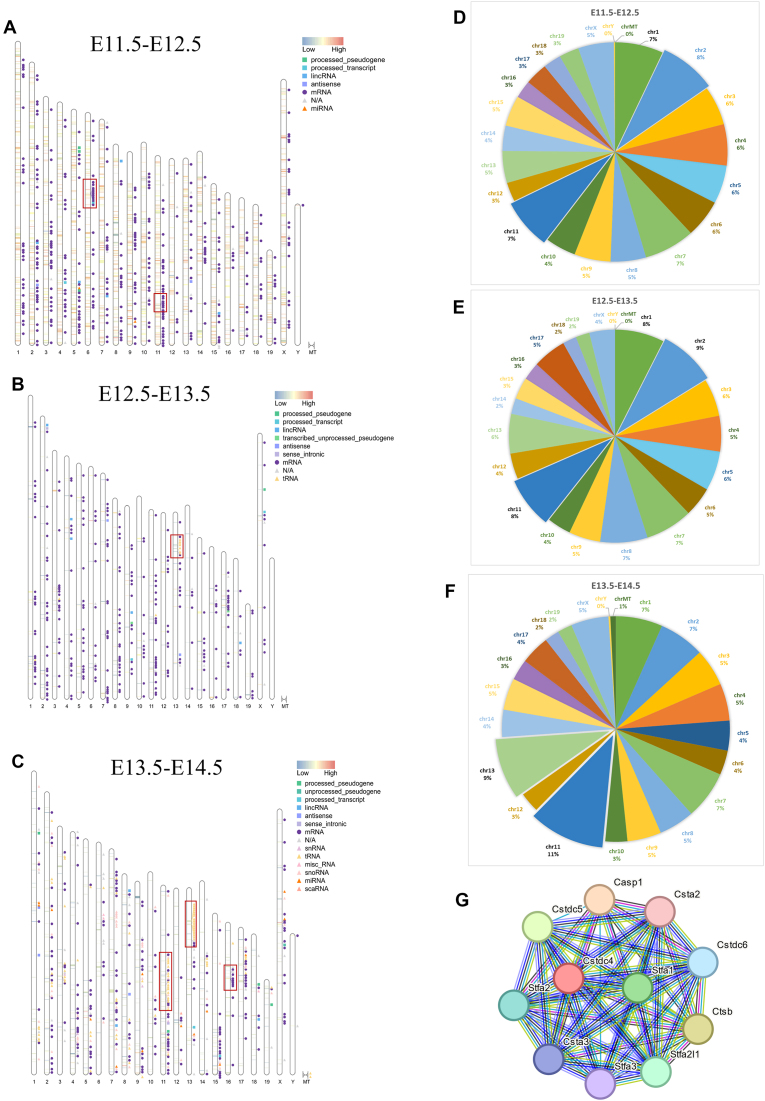
Chromosomal distribution of DEGs. (**A–** **C**) Ideograms of the distribution of DEGs on each chromosome for E12.5 versus E11.5, E13.5 versus E12.5, and E14.5 versus E13.5, respectively. The ideograms were generated with the RIdeogram package in RStudio. Background with colors indicates regions of DEGs with |logFC| ≥ 1 and FDR ≤ 0.05. The darker the color, the greater the difference in up-regulation or down-regulation. Only biotypes of DEGs with |logFC| ≥ 2 and logCPM ≥ 2, FDR ≤ 0.05 were labeled for (A), and only biotypes of DEGs with |logFC| ≥ 1.5 and FDR ≤ 0.05 were labeled in (C). All 333 DEGs from E12.5 to E13.5 were labeled in (B). (**D–** **F**) Pie charts showing the portions of DEGs on each chromosome. (**G**) Networks between stefin genes from the String database.

We noticed some condensed hubs on Chr6 and Chr11 containing multiple DEGs from E12.5 versus E11.5 (Fig. 2A), including *Hoxa2*–*Hoxa11* except for *Hoxa8*, and processed transcript *Hoxa11os*, which was transcribed from the opposite strand of *Hoxa11*. 

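The 10 Hoxa genes reported here lie on chromosome 6 between 52162417 and 52260880 of mm10, and all 10 were down-regulated DEGs at E12.5. Their median log2 fold change was −3.004, from −5.07 to −2.44. Besides the genes named, Hoxa13 (−3.25) was called. Of the libraries compared, only that of E11.5 included the mesonephros.

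**Figure D2:**
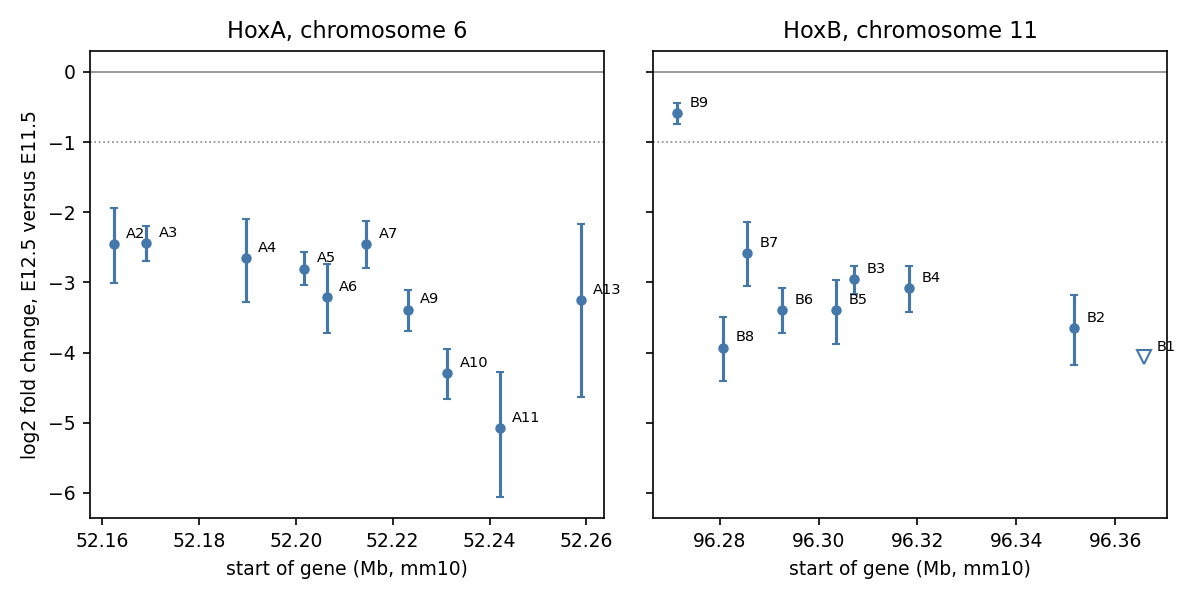
Log2 fold change from E11.5 to E12.5 of 10 Hoxa genes on chromosome 6 and 9 Hoxb genes on chromosome 11, by start position in Mb of mm10. Points carry 95% Clopper-Pearson intervals, the open triangle is Hoxb1 at its bound, and the dotted line marks −1, which every gene shown but Hoxb9 passes.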

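Among the Hoxa genes at E12.5, Hoxa10 had the smallest p-value (edgeR exact test, p = 1.1e-57) and ranked 7 by p among the genes that fell, with a log2 fold change of −4.29 (−4.66 to −3.95, from 1519 to 71 counts). Hoxa11 ranked 22 by p and had the lowest log2 fold change, −5.07 (−6.05 to −4.27, from 446 to 12 counts). Hoxa11os, on the opposite strand, ranked 50 and fell at least 76.3-fold, from 250 to 3 counts. Its exons overlap Hoxa11, from 52245243 to 52245810, so reads there were told apart by strand only. Mesonephros was present at E11.5 only.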

*Hoxa11* and *Hoxa11os* were the most significant down-regulated *Hoxa* genes from E11.5 to E12.5. 

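The Hoxb cluster spans 96194361 to 96368254 on chromosome 11, and 8 of its 9 tested genes were down-regulated DEGs at E12.5, with a median log2 fold change of −3.39. Hoxb8 had the smallest p-value (edgeR exact test, p = 2.9e-43), with a log2 fold change of −3.93 (−4.40 to −3.50). Hoxb1 fell at least 16.8-fold, from 55 counts to 0. The antisense Hoxb5os changed by −3.98 (−5.35 to −2.92). Hoxb9, at −0.59 (−0.75 to −0.44), was not called. These libraries differ in the mesonephros, which only the E11.5 one included.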

*Hoxb2*–*Hoxb8 and Hoxb5os* consisted of another condensed hub across the genome. Down-regulation of the *HoxA* and *HoxB* genes demonstrated the shift from early organogenesis to late developmental programs [35].

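Over all 39 Hox genes of a list set in advance, 16 of them named by the paper, singly or in a range, the median log2 fold change at E12.5 was −2.65, or −2.73 with genes at the floor put at their bounds. Both lie below all 10000 random lists matched on expression. Of the 37 tested, 30 were called, over all genes and adjusted over the list alone. In the Hoxc cluster 7 of 8 tested genes and in the Hoxd cluster 4 of 9 were down-regulated DEGs. In the next comparisons the list median was −0.21 (percentile 0.05) and 0.28 (percentile 99.5). The fall coincides with the removal of the mesonephros after E11.5.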

During E12.5 to E13.5, an interesting hub appeared on Chr13 containing seven differentially expressed (DE) tRNA genes (Fig. 2B). 

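Of the 11 tRNA DEGs at E13.5, all down-regulated, 7 lie on chromosome 13. Grouping tRNA DEGs separated by at most 100 kb into hubs of at least 3 genes gave 2 hubs there, with 6 of the 7 genes. They span 21161405 to 21276029 and 23300122 to 23400867 of mm10, with 3 DEGs each among 19 and 6 tested tRNAs. The log2 fold changes of the 11 lie between −2.09 and −1.03. Near-identical tRNA copies can share reads, and short RNAs of other classes had a median change of −0.25.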

Several other tRNA hubs on Chr11 and Chr13 emerged during E13.5 to E14.5. 

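At E14.5 the same rule gave 3 tRNA hubs on chromosome 11 with 23 of its 31 tRNA DEGs, and 3 on chromosome 13 with 38 of 44. The hubs on chromosome 11 span 48818542 to 48857055, 69037003 to 69125248 and 97702449 to 97798977, with 5, 14 and 4 DEGs. Those on chromosome 13 span 21160785 to 21322886, 21882885 to 22050767 and 23412941 to 23530419, with 15, 7 and 16 DEGs. Further hubs lie on chromosomes 1, 3, 5, 14 and MT.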

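At E14.5, 170 of the 276 tested tRNAs were DEGs and all 170 were up-regulated, which is 18.4% of the DEGs (Wilson 95% interval 16.0–21.0). Their fold changes ran from 2.02 to 10.7 with a median log2 value of 1.60, and 36 of them exceeded 4-fold. Relative to the median gene the nuclear tRNAs, 334 with a count, had a median log2 fold change of 1.36, above all random lists of equal size and expression. Scaled by total counts, 28 tRNAs were called and 27 of them were up-regulated. The raw count fell in 6 of the 170. Among 24 other short RNAs, such as snRNAs and 7SK, the median log2 fold change was 0.98, also above all random lists.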

The 158 DE tRNAs comprised 20% of the total DEGs during E13.5 to E14.5 and showed 2- to 4-fold up-regulation. Conversely, only 46 tRNAs (2% of total DEGs) showed significant differential expression from E11.5 to E12.5, and they were all down-regulated. These findings demonstrated that germ cell development relies on the early accumulation of tRNAs for a new wave of transcriptome dynamics. 

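At E12.5, 46 of 287 tested tRNAs were DEGs, 1.67% of the total (Wilson 95% interval 1.26–2.23). Of these, 45 were down-regulated and 1 was up-regulated, with log2 fold changes from −3.38 to 3.44 and a median of −1.24. With total counts in place of TMM, 26 tRNAs were called, and 25 of them were down-regulated. The list of nuclear tRNAs had a median of −0.58 at E12.5 and −0.60 at E13.5, while the other short RNAs had −0.45 at E12.5.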

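As a share of all counts, nuclear tRNAs went from 0.345% at E11.5 (Wilson 95% interval 0.343–0.347) to 0.281% (0.279–0.284) at E12.5, 0.184% (0.182–0.185) at E13.5 and 0.226% (0.224–0.228) at E14.5. Without the rRNA genes and the most abundant genes the shares were 0.458%, 0.334%, 0.217% and 0.540%. The E14.5 share is thus lower than that of E11.5 in the first calculation and higher in the second.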

The 158 tRNAs can be categorized into 16 groups according to the amino acids they carry. 

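By the amino acid of the overlapping RefSeq tRNA, the 170 up-regulated tRNAs carry 20 amino acids, and 5 of them could not be assigned. The coordinates gave 1 amino acid for 388 of the 391 nuclear tRNA genes (99.2%). Leucine had 18 DEGs among 20 tested genes, glycine 14 of 18, serine 14 of 17, proline 13 of 14 and glutamate 11 of 15. Copies with the same sequence can share reads and need not be independent counts.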

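The most abundant tRNA at E14.5 was n-Te21, with 4420 counts, followed by n-Tp9 with 3297, Trnae-uuc with 2917, n-Te15 with 2734 and n-Te18 with 2112. By their coordinates, n-Te15, n-Te18, n-Te21 and Trnae-uuc overlap tRNAs for glutamate with anticodon ttc, and n-Tp9 one for proline with anticodon cgg. From E13.5 to E14.5 the log2 fold changes were 1.14 (1.075–1.197) for n-Te21, 1.15 (1.077–1.227) for Trnae-uuc, 1.10 (1.01–1.19) for n-Te18 and 1.01 (0.94–1.09) for n-Te15. All of them turn negative in the ratio of the deposited TPM, at −0.50, −0.49, −0.54 and −0.63, and n-Te15 also with total counts, at −0.07. Short RNAs of other classes rose as well.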

Twenty-three DE tRNAs were responsible for arginine, making up the largest portion of the DE tRNAs (Table 2). n-Te15, n-Te18, n-Te21, and Trnae-uuc that transport lysine were the most abundant tRNAs. These results implied that lysine and arginine might play more essential roles in germ cell development initiation.

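Lysine tRNAs gave 9 DEGs among 14 tested at E14.5, and arginine tRNAs 13 among 21. No lysine tRNA was called among 15 tested at E12.5 or at E13.5, and arginine gave 1 at E12.5 and 0 at E13.5, each of 21 tested.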

**Table 2.** Classification of the amino acids corresponding to differentially expressed tRNAs

Amino acid	E11.5–E12.5	E12.5–E13.5	E13.5–E14.5
Alanine	2	0	12
Arginine	6	0	23
Asparagine	0	0	2
Aspartate	0	0	2
Cysteine	1	0	6
Glutamate	5	1	11
Glutamine	5	1	9
Glycine	0	0	9
Histidine	8	0	13
Isoleucine	3	0	3
Leucine	5	1	8
Lysine	1	1	6
Phenylalanine	2	0	5
Serine	4	1	17
Threonine	0	2	14
Valine	4	3	18
**Grand total**	**46**	**10**	**158**

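The stefin genes lie on chromosome 16 between 36156811 and 36455392 of mm10, where Gm5483, BC117090 and BC100530 in the files are the names of the Cstdc genes. Stfa2l1, Gm5483, Stfa1, BC117090, BC100530 and Stfa3 were up-regulated DEGs at E14.5, with log2 fold changes from 2.40 for Stfa1 to 3.93 for Stfa2l1 (2.63–5.68, edgeR exact test, p = 8.6e-12). Counts at E14.5 lay between 33 for BC117090 and 105 for BC100530, and Stfa2, with 21, rose at least 14.9-fold. Similar copies within the cluster can share reads, and other granule genes of myeloid cells rose in the same library.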

Another dense hub during E13.5 to E14.5 was found on Chr16, with one highly abundant ncRNA LOC102639045 (Gm15564), and six protein-coding genes, *Stfa2l1*, *Cstdc4*, *Stfa1*, *Cstdc6*, *Cstdc5*, and *Stfa3*,expressed at a low level (Fig. 2C). 

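LOC102639045 lies on chromosome 16 from 35966753 to 35983230 and is annotated as an antisense RNA. It had 53224 counts at E11.5, 4573 at E12.5, 2711 at E13.5 and 294680 at E14.5, with 5964, 682, 351 and 26100 TPM. The log2 fold changes were −3.41 (−3.46 to −3.37), −1.09 (−1.16 to −1.02) and 7.85 (7.80–7.91). Its counts per 1000 of Rn18s-rs5, the 18S rRNA gene, were 18.8, 13.7, 8.32 and 23.0, so the ratio to rRNA varied 2.76-fold where the gene itself varied 109-fold.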

The uncharacterized LOC102639045 showed dramatic down-regulation from E11.5 (TPM 5963.93) to E13.5 (TPM 350.78) and then up-regulation to the highest expression at E14.5 (TPM 26 095.28) in our datasets. 

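A list of neutrophil and myeloid granule genes holds 25 genes of the files, 4 of them, all stefins, named by the paper, and 13 have at least 10 counts in every library. Its median log2 fold change at E14.5 was 2.40, above all 10000 random lists, and 12 of 21 tested were called over all genes and 15 adjusted over the list alone. Without the stefins the median of the 20 genes was 1.97. Ngp rose from 18 to 162 counts, a log2 fold change of 4.25 (3.55–5.05), and S100a9 rose by 2.86 (2.50–3.25). At E12.5 and E13.5 the list medians were −1.34 (percentile 0) and 0.40 (percentile 98.3).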

The six adjacent coding genes showed strong connections as parts of the stefin gene cluster (Fig. 2G), which encode cysteine protease inhibitors that play important roles in normal cellular functions such as protein turnover, antigen processing, and apoptosis [36, 37]. There might be potential regulatory networks between LOC102639045 and the stefin genes during gonad development.

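The gap between LOC102639045 and the nearest stefin gene is 174 kb. Stfa3 had 25, 5, 10 and 38 counts at the successive time points and Stfa1 had 76, 18, 33 and 82. In this region similar copies of the stefins can share reads, and LOC102639045 follows Rn18s-rs5.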

These chromosomal level results provide a valuable reference map for future study on developmental and reproductive biology and can advance prenatal screening and diagnosis, and genetic counseling, which currently rarely incorporate non-coding regions [38, 39].

### Characterization of DE mRNAs

Gonadal transcriptomic profiling using different methods, such as microarrays [40], serial analysis of gene expression (SAGE) [41], bulk RNA-seq [42], and single-cell RNA-seq [5], has provided extensive mRNA data. Our DEG analysis also recovered numerous coding genes that are known to play important roles in gonad development, such as *Amh* (anti-Mullerian hormone), which prevents Mullerian ducts from developing into the female reproductive tract in XY embryos [43]; *Cyp17a1* (steroid 17-alpha hydroxylase), which is essential in steroidogenesis [44]; and *Dazl*, which belongs to the *Daz* (Deleted in AZoospermia) gene family that encodes an RNA-binding protein in germ cells of males and females (Fig. 1E–G) [45]. 

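Amh on chromosome 10 had the smallest p-value at E12.5 (edgeR exact test, p = 2.05e-145), rising from 45 to 8900 counts with a log2 fold change of 7.75 (7.33–8.21). Dazl on chromosome 17 rose from 53 to 4555 counts, by 6.55 (6.16–6.97, p = 1.8e-113 in the same exact test). Cyp17a1 on chromosome 19 rose from 5 to 1437 counts, by 8.26 (7.07–9.92). The alternative that moved Amh most was the ratio of the deposited TPM, at 8.04.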

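The other largest rises at E12.5 were those of Ptgds, from 14 to 1362 counts (log2 fold change 6.72, interval 5.98–7.61), Casq2, at least 70.3-fold from 2 to 193 counts, and Defb19, from 9 to 821 counts (6.62, 5.71–7.77). Lists of marker genes set in advance were summarized by their median. The 19 Sertoli cell genes, 3 named by the paper and 18 with at least 10 counts in every library, had median log2 fold changes of 2.65 (percentile 100), −0.07 (percentile 7.86) and 0.12 (percentile 99.1) in the successive comparisons. For the 30 germ cell genes, 4 of them named, the medians were 3.09 (percentile 100), 0.17 (99.9) and 0.45 (100). For the 13 granulosa cell genes they were 0.50, 0.30 and −0.48, at percentiles 100, 100 and 0. At E12.5, 15 of 19 Sertoli cell, 24 of 27 germ cell and 6 of 13 granulosa cell genes tested were called, with the same numbers adjusted over the list alone. E11.5 and E12.5 also differ in the mesonephros. The rises of these lists, and of single genes such as Amh and Dazl, thus cannot be assigned to age alone.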

The significant up-regulation of these genes supports their importance in early gonad development [46].

*Mab21l1*, *Six2*, and *Wnt9b* were the top three significantly down-regulated genes from E11.5 to E12.5. 

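Six2 on chromosome 17 ranked 3 by p among the genes that fell at E12.5, with a log2 fold change of −6.50 (−7.59 to −5.64, from 1004 to 10 counts). Wnt9b on chromosome 11 ranked 9, at −5.70 (−6.79 to −4.83, from 575 to 10 counts). Mab21l1 ranked 550 and Mab21l2 ranked 14, the latter with the largest fitted fall. The mesonephros was on the gonad at E11.5 only. A list of 25 mesonephric and nephric genes, 4 named by the paper, had a median of −2.52 at E12.5, below all random lists, with 20 down and 5 up. Of the 25, 18 were called over all genes and adjusted over the list alone. Over all genes, 16 were down-regulated and 2 up-regulated. Without the genes that the paper names and without Hox genes, the median of the remaining 19 was −2.34. In the next comparisons the list of 25 had medians of −0.16 (percentile 0.67) and 0.16 (percentile 91.0).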

*Mab21l1* was expressed at a low level at E11.5 and then almost disappeared at the later time points. 

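Mab21l1, on chromosome 3 from 55782510 to 55785287, had 39 counts at E11.5, 2 at E12.5, 3 at E13.5 and 0 at E14.5, a fall of at least 11.9-fold at E12.5. Its paralog Mab21l2, also on chromosome 3, had 363, 0, 3 and 0 counts, a fall of at least 111-fold. Other large falls were those of LOC102640971, at least 112-fold, and Tlx2, at least 48.5-fold. All of these had 3 counts or fewer once the mesonephros was removed.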

Unique expression of *Mab21l1* in the lens vesicles and genital tubercle has been reported [47], indicating that it may contribute specifically to early gonad formation and sex determination but not later germ cell and somatic cell maturation. *Six2*and *Wnt9b* have been shown to be related to balancing progenitor cell expansion and differentiation during kidney development [48]. They might contribute to the differentiation and maturation of gonads by a similar mechanism.

GSEA using GO showed that the down-regulated genes were enriched in skeletal development, embryonic organ morphogenesis, regionalization, and pattern specification, which is consistent with the concept that primordial germ cell (PGC) migration and gonad morphogenesis were almost completed at around E11.5. 

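Further lists set in advance moved down at E12.5. The 14 macrophage genes in the files, 11 with at least 10 counts in every library, had a median log2 fold change of −1.47, below all random lists, and 10 of 14 were called over all genes and adjusted over the list alone. Their medians were 0.09 (percentile 72.5) at E13.5 and 0.53 (percentile 99.4) at E14.5. At E12.5 and E11.5 the samples differed in the mesonephros as well as in age.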

The up-regulated DEGs were mainly associated with meiosis and the reproduction process, indicating that meiosis-related genetic networks may have already been activated at E12.5 (Fig. 3B). 

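Meiosis genes, 25 of a list of 29 found in the files and 2 of them named by the paper, had a median log2 fold change of 1.03 at E12.5, above all random lists, with 19 up and 6 down. Limiting the list to genes with at least 10 counts in the higher library moved this most, to 1.69. With genes at the floor put at their bounds it was 1.32. Of the 19 tested, 10 were called, over all genes and adjusted over the list alone. Sycp1 rose from 14 to 121 counts, a log2 fold change of 3.23 (2.44–4.15). The germ cell list had a median of 3.09 in the same comparison. Since only the E11.5 sample held mesonephros, a rise at E12.5 can come from the tissue taken as well as from age.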

KEGG enrichment analysis of the DEGs revealed that these genes play a significant role in regulating sexual dimorphism, mainly through PI3K–Akt signaling and calcium signaling pathways (Fig. 3E).

**Figure 3.**
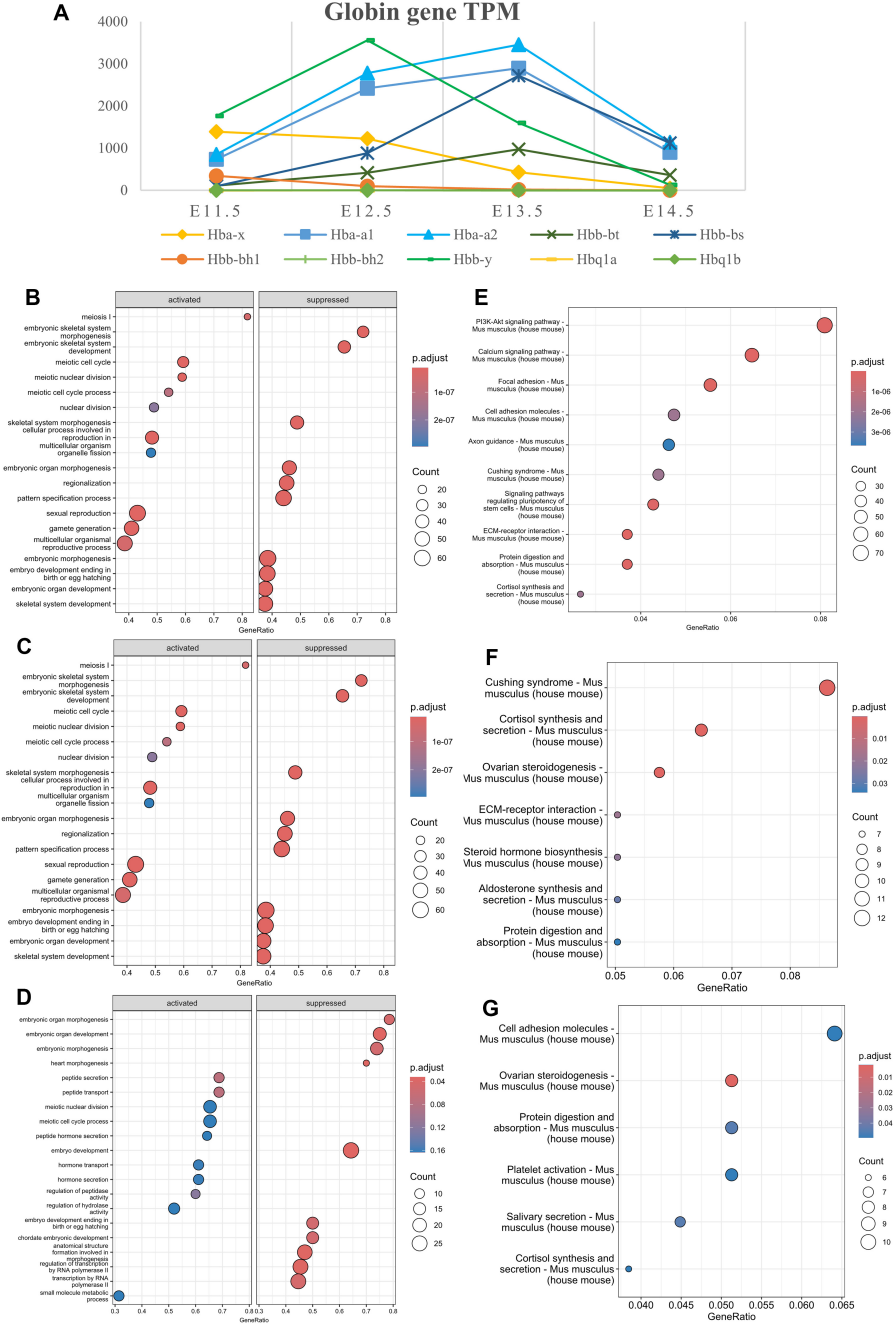
Characterization of DE mRNAs. (**A**) Expression patterns of globin genes during E11.5 to E14.5. (**B–** **D**) GSEA using GO for DEGs of E12.5 versus E11.5, E13.5 versus E12.5, and E14.5 versus E13.5. (**E–** **G**) KEGG enrichment analysis of DEGs of E12.5 versus E11.5, E13.5 versus E12.5, and E14.5 versus E13.5.

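At E13.5, Stra8 had the smallest p-value (edgeR exact test, p = 1.9e-48) and rose at least 113-fold, from 3 to 430 counts. Gm1564 rose from 27 to 496 counts, with a log2 fold change of 3.86 (3.30–4.48). Cyp11b1 rose at least 21.1-fold, from 1 to 80 counts, and Cyp21a1 at least 11.9-fold, from 1 to 45. Among genes with at least 100 counts in the higher library, the next rises were Hemgn at 3.55 (3.00–4.16), Muc6 at 3.32 (2.30–4.59) and Clps at 3.22 (2.26–4.40).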

During E12.5 to E13.5, the top up-regulated genes were *Stra8* (stimulated by retinoic acid gene 8), *Gm1564* (Meioc, meiosis-specific with the coiled-coil domain), *Cyp11b1* (11-beta-hydroxylase), and *Cyp21a1* (21-hydroxylase)*. Stra8* and *Meioc* are both involved in meiosis in germ cell development. *Cyp11b1* and *Cyp21a1* are involved in the production of steroid hormones, especially testosterone and estrogen. The top down-regulated genes were mainly those encoding TFs, including *Hnf1b* (HNF1 homeobox B), *Gcm1* (glial cells missing homolog 1), and *Hnf4a* (hepatic nuclear factor 4, alpha) (Fig. 1D). 

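At E13.5, Gcm1 fell from 32 to 4 counts, a log2 fold change of −3.29 (−5.30 to −1.84). Hnf4a fell at least 12.2-fold, from 29 to 2 counts. Hnf4a had 77 counts at E11.5, when the mesonephros was included. With at least 100 counts in the higher library, the largest falls after Hbb-bh1 were Umodl1 at −2.19 (−2.76 to −1.65), Col2a1 at −2.14 (−2.39 to −1.90), Ppbp at −2.00 (−2.58 to −1.45) and Gfra1 at −1.78 (−2.30 to −1.28).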

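Ranked by mean level among the down-regulated DEGs of E13.5, the order was Hbb-y, followed by Hba-x in rank 3 and Hbb-bh1 in rank 5. Hbb-y went from 36693 to 19013 counts, a log2 fold change of −1.29 (−1.31 to −1.26), and Hba-x from 12286 to 4970, or −1.64 (−1.69 to −1.60). Hbb-bh1 went from 968 to 186 counts, or −2.72 (−2.95 to −2.49), and had the smallest p-value of a fall (edgeR exact test, p = 2.0e-29).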

When sorting the list by logCPM (counts per million), the embryonic globin genes *Hba-x* and *Hbb-bh1* were the top two down-regulated genes with higher expression levels. The globin genes encode different subunits of hemoglobin that are responsible for oxygen transport in red blood cells. 

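Embryonic globins, Hba-x, Hbb-y and Hbb-bh1, held 67.7% of the globin counts at E11.5 (Wilson 95% interval 67.3–68.0), 44.5% at E12.5 (44.2–44.8), 17.5% at E13.5 (17.3–17.7) and 4.92% at E14.5 (4.76–5.10). Zeta globin held 48.4%, 20.2%, 6.77% and 2.53% of the alpha-type counts. At E13.5 Hbb-bs rose by 1.49 (1.45–1.52) and Hbb-bt by 1.10 (1.05–1.15), while Hba-a1 at 0.13 and Hba-a2 at 0.18, near-identical copies that can share reads, were not called. Globins took 0.224%, 0.439%, 0.434% and 0.196% of all counts. The 10 genes of the globin list, 3 of them named by the paper, had medians of 1.078 (percentile 100), 0.15 (percentile 99.3) and −0.22 (percentile 0.54). Of 8 tested globins, 5, 5 and 3 were called over all genes and adjusted over the list alone. An erythroid list without globins, 18 genes in the files and all expressed, had medians of −0.49 (percentile 0.07), 1.21 (percentile 100) and 0.09 (percentile 84.5), with 3, 10 and 0 of 18 called by either adjustment.

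**Figure D3:**
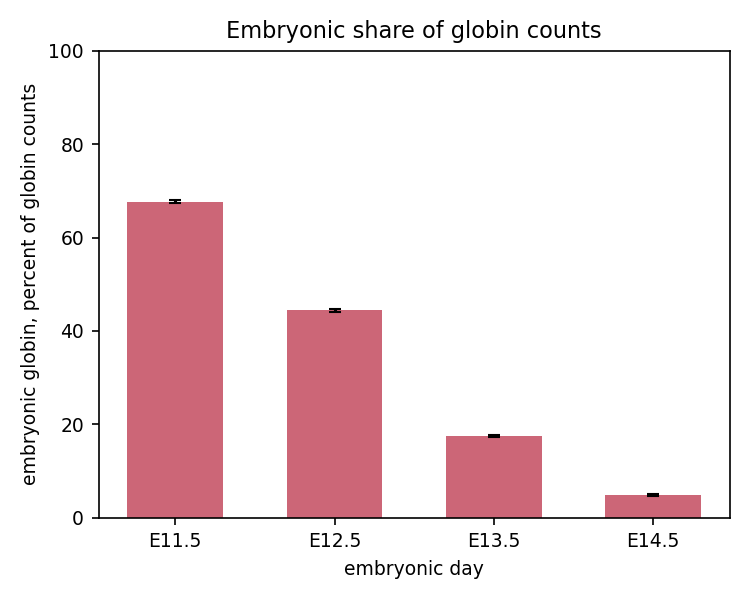
Embryonic globins (Hba-x, Hbb-y and Hbb-bh1) as a percentage of all globin counts at each time point, 1 library each, with Wilson 95% intervals. The share goes from 67.7% at E11.5 to 4.92% at E14.5.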

Our data showed a transition of the main globin in gonads from *Hba-x*-encoded zeta globin, and *Hbb-y*- and *Hbb-bh1*-encoded epsilon globin to *Hba-*encoded alpha globin and *Hbb*-encoded beta-globin in gonads from E12.5 to E13.5 (Fig. 3A), which was consistent with previous knowledge of globin switches based on liver, heart, and bone marrow research [49, 50].

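Among the 17421 genes with at least 10 counts in both libraries, 983 lay 1 or more above the median log2 fold change at E14.5 and 150 lay 1 or more below it. These numbers are relative to the median gene and do not depend on the scaling. The same numbers were 1126 and 1127 at E12.5 and 321 and 195 at E13.5. Protein-coding genes alone gave 503 above and 104 below at E14.5.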

In the later E13.5–E14.5, most DEGs showed up-regulation rather than down-regulation (Fig. 1G). *Lars2*, which encodes mitochondrial leucyl-tRNA synthetase, exhibited the most dramatic increase at E14.5. 

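Lars2, on chromosome 9 from 123366940 to 123462664 of mm10, had 162002 counts at E11.5, 15652 at E12.5, 10378 at E13.5 and 1125000 at E14.5. Its log2 fold changes were −3.24 (−3.27 to −3.22), −0.93 (−0.97 to −0.89) and 7.85 (7.82–7.88, edgeR exact test, p = 1.8e-178). Per 1000 counts of Rn18s-rs5, Lars2 had 57.2, 46.8, 31.9 and 87.8, a 2.75-fold range where Lars2 itself ranged over 108-fold. A Lars2 transcript of GENCODE with 3894 bases holds a stretch of 72 bases, from 3278 to 3349, in the 3′ UTR in exon 21 of 21. The stretch lies at 123462048 to 123462119 and aligns at 98.6% identity with LOC102639045, with the difference A53T counted from the start of the stretch in Lars2. The other 16 mitochondrial aminoacyl-tRNA synthetase genes, all expressed and not named by the paper, had median changes of 0.12, 0.01 and −0.02, and with Lars2 the 17 had 0.08, 0.00 and −0.02. Of these 17, 1 was called at E12.5, 0 at E13.5 and 1 at E14.5, over all genes and adjusted over the list alone. Larger rises at E14.5 were those of rRNA genes. n-R5s124 had the largest fitted log2 fold change, 10.59, and Rn5s10, a 5S rRNA, rose at least 266-fold from 2 to 375 counts.

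**Figure D4:**
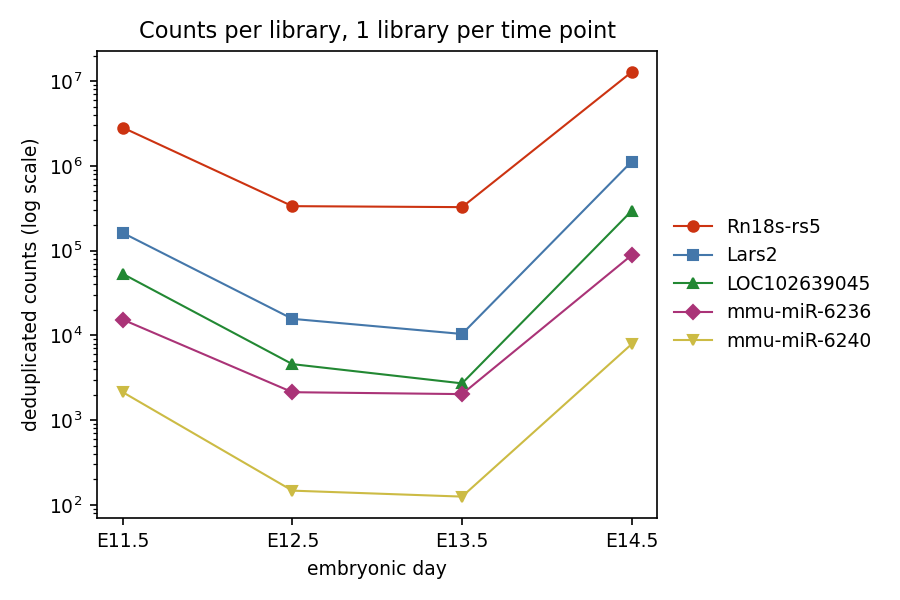
Deduplicated counts, on a log axis, of Rn18s-rs5, Lars2, LOC102639045, mmu-miR-6236 and mmu-miR-6240 at each time point, 1 library each. Each falls from E11.5 to E12.5 and has its highest count at E14.5, where Rn18s-rs5 has 12816977 and Lars2 1125000.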

Shujun *et al.* reported that *LARS2* regulates apoptosis in ovarian granulosa cells through reactive oxygen species (ROS)-mediated mitochondrial dysfunction and endoplasmic reticulum (ER) stress in patients with premature ovarian insufficiency (POI) [51]. 

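Gykl1, on chromosome 18 from 52693679 to 52695593, had 708, 63, 42 and 1056 counts at the successive time points, with log2 fold changes of −3.36 (−3.76 to −2.99), −0.92 (−1.52 to −0.34) and 5.74 (5.30–6.22). Its ratio to Rn18s-rs5 varied 3.03-fold over the libraries. Xylb on chromosome 9 had 3823, 591, 614 and 11570 counts and Foxa1 on chromosome 12 had 170, 26, 48 and 908, with rises of 5.33 (5.21–5.45) and 5.33 (4.91–5.78) at E14.5. Both also stayed within a factor of 4 of Rn18s-rs5.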

Another significantly up-regulated gene was *Gykl1*, which encodes a glycerol kinase-like protein and is also located in the mitochondrion. *Gykl1* or *Gk2* cooperate with Pld6 to regulate sperm mitochondrial sheath formation and male fertility [52]. Mitochondrial disorders have been linked to several reproductive dysfunctions, such as hypospermatogenesis and primary ovarian insufficiency [53].

Sex chromosome-linked genes are indispensable in regulating sexual development. 

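Nxf2 had 23, 28, 30 and 140 counts from E11.5 to E14.5, with log2 fold changes of 0.41 (−0.44 to 1.27), −0.24 (−1.03 to 0.56) and 3.30 (2.74–3.93). AV320801 had 1, 8, 8 and 32 counts, Gm6880 2, 8, 10 and 36, and Pet2 1, 8, 9 and 36, all on the X chromosome and all tested and called at E14.5 only. On the Y chromosome, Usp9y had 6, 17, 14 and 50 counts and changed by 1.61 (0.22–3.26), −0.61 (−1.75 to 0.49) and 2.91 (2.05–3.90), a DEG at E14.5 only. A list of 4 ubiquitous Y-linked genes, 0 named by the paper, had medians of 0.22, −0.23 and 0.11, at percentiles 86.0, 0.80 and 92.3. The 4 X inactivation genes, 1 named by the paper, had −0.49, 0.26 and −0.30, at percentiles 8.42, 92.2 and 2.25. In both lists 0 genes were called, over all genes and adjusted over the list alone.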

*Nxf2* (nuclear RNA export factor 2), *AV320801* (PRAME like 3E), *Ctag2l1* (CTAG2 like 1), and *Dcaf8l* (DDB1 and CUL4 associated factor 8 like) that are located on the X chromosome and Usp9y (ubiquitin-specific peptidase 9) that is located on the Y chromosome continued to be up-regulated from E11.5 to E14.5. They also showed biased expression in adult testis [54], implying their male development-specific roles. 

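Rhox5, Rhox6 and Rhox9 on the X chromosome rose at E12.5 by 2.72 (2.42–3.03), 2.08 (1.71–2.47) and 2.36 (2.01–2.73) on the log2 scale. At E13.5 they changed by −0.18, −0.04 and −0.08, and 0 of the 3 was called. At E14.5 they fell, with log2 fold changes of −1.15 (−1.42 to −0.89), −2.43 (−3.01 to −1.90) and −1.84 (−2.26 to −1.45). Similar copies in the Rhox cluster can share reads.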

*Rhox5*, *Rhox6*, and *Rhox9*, which are members of the *Rhox* reproductive homeobox gene family located on the X chromosome [55], increased from E11.5 to E12.5 and then decreased from E13.5 to E14.5, suggesting that the *Rhox* genes may actively function transiently during E11.5 to E13.5 for sex determination and early male and female germ cell development initiation.

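At E13.5 and E14.5 the meiosis list had median log2 fold changes of 1.03 and 1.06, both above all random lists. Of the 21 and 25 tested, 9 and 12 were called over all genes and 10 and 13 adjusted over the list alone. Sycp1, at the E14.5 median with 1.06 (0.91–1.21), was −0.02 with total counts and −0.58 in the ratio of the deposited TPM. The 36 ECM genes of a list, all expressed and 0 named by the paper, had medians of 0.37, 0.13 and 0.35, all at percentile 100. Of these 36, 13, 3 and 4 were called, over all genes and adjusted over the list alone.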

GO enrichment analysis demonstrated that the DEGs mainly participated in the meiotic and extracellular matrix (ECM) after E12.5 (Fig. 3C, D). Enrichment of activated genes in peptide secretion and transportation further implied active intercellular communication and remodeling of the ECM after sex determination (Fig. 3D). 

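The 20 genes of a Leydig cell and steroidogenesis list, 15 of them with at least 10 counts in every library and 3 named by the paper, had median log2 fold changes of 2.30, 1.41 and 0.53 in the successive comparisons. All 3 medians lay above all random lists. Of the 17, 19 and 19 tested, 15, 11 and 3 were called, over all genes and adjusted over the list alone. The rise at E12.5 coincides with the removal of the mesonephros.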

KEGG enrichment also implied that these genes were mainly involved in ovarian steroidogenesis, cortisol synthesis and secretion, and protein digestion and absorption, confirming the active hormonal signaling during gonadal cell lineage progression (Fig. 3F, G).

Our results of protein-coding mRNAs recovered numerous important genes that contribute to early gonad development, supporting the reliability of our analysis. Additionally, we identified potential key regulators such as *Mab21l1* and *Lars2*, whose functions in early gonad development have not been extensively characterized.

### Characterization of DE lncRNAs

The lncRNA candidates that displayed the greatest up-regulation in sex determination included LOC102635594 (Gm32885), a predicted ncRNA gene that showed biased expression specifically in the adult placenta and testis in RNA profiling datasets from the Mouse ENCODE project [54], suggesting that the lncRNA Gm32885 may specifically function in maternal and embryonic signaling transduction and testis differentiation. 

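LOC102635594 on chromosome 15, a lincRNA by its symbol in GENCODE, rose at least 15.7-fold at E12.5, from 1 to 43 counts, and had 53 counts at E13.5 and 21 at E14.5.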

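Gm15529, a processed pseudogene on chromosome 6 from 12857302 to 12858593, rose at least 10.9-fold at E12.5. It had 1, 30, 49 and 32 counts at the successive time points, and reads of its parent gene can be counted on it.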

Gm15529, which is a HORMA domain-containing 1 pseudogene, was also significantly up-regulated during sex determination. It was predominantly detected in mouse gonads from and after E11.5 in the Mouse Genome Database (MGD) (E-MTAB-6798) [56]. The HORMA domain acts as an adaptor that recruits other proteins and is involved in various cellular processes, including mitotic checkpoints, chromosome synapsis, and the spindle assembly checkpoint [57, 58]. However, the connection between the pseudogene and the related protein-coding genes remains poorly understood.

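Fendrr, on chromosome 8 from 121054882 to 121083032, had 113 counts at E11.5, 0 at E12.5, 0 at E13.5 and 2 at E14.5, a fall of at least 34.5-fold. LOC102637974 on chromosome 9 had 79 counts at E11.5 and 0 afterwards, a fall of at least 24.1-fold. Up to 3 counts cannot be excluded where the count is 0. Mesonephros was part of the E11.5 sample only.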

*Fendrr* and LOC102637974 (Gm34654) were the most significant down-regulated lncRNAs from E11.5 to E12.5. *Fendrr* is believed to function through binding to the histone-modifying complexes PRC2 and/or TrxG/MLL to encourage methylation of target gene promoters, leading to decreased expression of these genes [59]. Thus, a decrease of lncRNA *Fendrr* after E11.5 might be essential for promoting chromatin openness and supporting the new transcriptome profile activation. For genes on sex chromosomes, we found LOC102639708 (Gm21758), the only DE ncRNA located on the Y chromosome during E11.5–E12.5. It was detected specifically in adult testis in the Mouse ENCODE project [54]. 

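LOC102639708, on the Y chromosome from 59395246 to 59427243, is typed as an unprocessed pseudogene. It had 54, 22, 24 and 83 counts and a log2 fold change of −1.16 (−1.95 to −0.43) at E12.5. In all, 4 of 14 tested Y-linked features were DEGs at E12.5.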

On the X chromosome, more uncharacterized lncRNAs were annotated, including up-regulated *Mageb10-ps*, LOC102633678, *Kis2*, *Itih5l-ps*, *Gm715*, *Gm14812*, *Gm6023*, *AA414768*, and *Mdrl* (2310010G23Rik, mitochondrial dynamic-related lncRNA), and down-regulated 5330434G04Rik, LOC102636644, and LOC10105594. 

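Among the X-linked noncoding and untyped features at E12.5, LOC102633678 rose at least 24.8-fold and Mageb10-ps at least 18.9-fold. Kis2 rose by 3.00 (1.88–4.40) and Itih5l-ps by 2.51 (1.35–3.94) on the log2 scale. Gm715, Gm14812, Gm6023, AA414768 and 2310010G23Rik rose by 1.70, 1.61, 1.47, 1.29 and 1.16. The fall of 5330434G04Rik, from 100 to 2 counts, was at least 30.5-fold, and LOC102636644 changed by −3.61 (−5.58 to −2.22).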

Most of the non-coding genes were not widely documented, implying the complexity of non-coding gene networks during sex determination.

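At E13.5, 4833422C13Rik rose from 32 to 118 counts, with a log2 fold change of 1.54 (0.97–2.16). The lincRNA Gm6297 rose from 13 to 48 counts, also by 1.54 (0.64–2.56), and was called under 3 of the settings only. Gm2373 fell from 196 to 84 counts, by −1.56 (−1.95 to −1.18).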

While many DE lncRNAs during E11.5–E12.5 were predominantly or specifically detected in the testis [54], the DE lncRNAs during E12.3–E13.5 exhibited ubiquitous expression in different tissues, such as the up-regulated antisense 4833422C13Rik and lincRNA *Gm6297* and down-regulated *Lncenc1* and *Gm15564*. These DE ncRNAs are likely to contribute to fundamental biological processes during this relative quiescent stage of early gonad development.

During E13.5–E14.5, LOC102639045 was the most abundant and dramatically increased lncRNA that has been identified with the stefin gene cluster in the chromosomal ideogram (Fig. 2G). 

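At E14.5, LOC102639045 had the smallest p-value of all genes (edgeR exact test, p = 1.15e-178) and held 0.935% of all counts, rank 6 among all features. Its count follows that of Rn18s-rs5 over the libraries.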

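LOC102639350 on chromosome 5 had 17, 2, 0 and 80 counts over the time points, a rise of at least 56.8-fold at E14.5. 3930402G23Rik had 214, 32, 21 and 1018 counts and rose by 6.68 (6.07–7.39). Gm5600 had 365, 19, 13 and 486 counts and rose by 6.30 (5.53–7.23). The ratio to Rn18s-rs5 varied 1.484-fold for 3930402G23Rik and 3.40-fold for Gm5600.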

LOC102639350, 3930402G23Rik, and *Gm5600* were also up-regulated and showed a similar expression pattern during E11.5–E14.5. Most of the significantly down-regulated lncRNAs were expressed at a low level, including *Neat1*, 1110028F11Rik, LOC102639682, LOC102632032, and 4930563E18Rik. 

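Neat1 fell at E14.5 with a log2 fold change of −1.14 (−1.33 to −0.96). 1110028F11Rik changed by −2.17 (−4.14 to −0.72, from 39 to 4 counts), LOC102639682 by −1.56 (−1.92 to −1.22), LOC102632032 by −1.51 (−2.14 to −0.93) and 4930563E18Rik by −1.37 (−1.96 to −0.82). Neat1 ranked 8 by level among the down-regulated DEGs.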

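Neat1, at 5842302 to 5845478 on chromosome 19 in the files, had 504 counts at E11.5, 625 at E12.5, 1353 at E13.5 and 288 at E14.5, or 7.15, 11.8, 22.2 and 3.23 TPM.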

*Neat1* localizes on chromosome 19 and encodes nuclear paraspeckle assembly transcript 1 (Fig. 4A). It has been observed in samples of cervical, endometrial, and ovarian cancer [60]. Recently, interactions between *NEAT1* and DNA, miRNA, and proteins have been actively studied in carcinogenesis [61]. RNA–RNA interactions identified from the RISE database [62] showed that *Neat1* may have relationships with multiple RNAs (Fig. 4B), among which *Snora17*, mmu-miR-6236, *Itga9*, *Nr3c2*, *AF357399*, and *Snora62* were DEGs during E11.5–E14.5. 

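Itga9 rose at E12.5 by 1.01 (0.95–1.06) and Nr3c2 by 1.83 (1.14–2.58). Snora17, Snora62 and AF357399 were DEGs at E14.5, with log2 fold changes of 1.78 (1.66–1.90), 1.43 (1.31–1.56) and 1.18 (1.06–1.31), when short RNAs of other classes rose as well. In the ratio of the deposited TPM, Snora62 and AF357399 turned negative, at −0.20 and −0.45.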

*Neat1* showed a similar expression pattern to *Itga9* and *Nr3c2*, which was opposite to that of Snora17 and mmu-miR-6236, implying potential ceRNA networks (Fig. 4C). 

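Over the successive comparisons Neat1 changed by 0.44 (0.27–0.61), 0.78 (0.64–0.92) and then fell. After E12.5 Itga9 changed by 0.19 (0.15–0.24) and 0.18 (0.13–0.23) and Nr3c2 by 0.44 (0.02–0.88) and −0.09 (−0.56 to 0.37), so neither was called at E14.5. In the ratio of the deposited TPM, Neat1, Itga9 and Nr3c2 fell at E14.5, by −2.78, −1.46 and −1.73. That ratio shifted the named genes by a median of −1.637 at E14.5, so the falls of Itga9 and Nr3c2 are near that of most genes. Snora17 changed by −0.66 (−0.79 to −0.53) at E12.5 and −0.17 (−0.31 to −0.03) at E13.5. With 4 libraries, no correlation between these genes was computed.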

Predicted TF-binding sites on *Neat1* promoter and enhancer regions included *SRY*, *WT1*, *GATA4*, and *SOX9*. Data from published human scRNA-seq profiles showed that *NEAT1* was enriched in Sertoli cells [34, 63] (Fig. 4D–F), suggesting potential roles for *Neat1* in sexual development. However, the roles of *Neat1* and many other uncharacterized lncRNAs are still far from clear.

**Figure 4.**
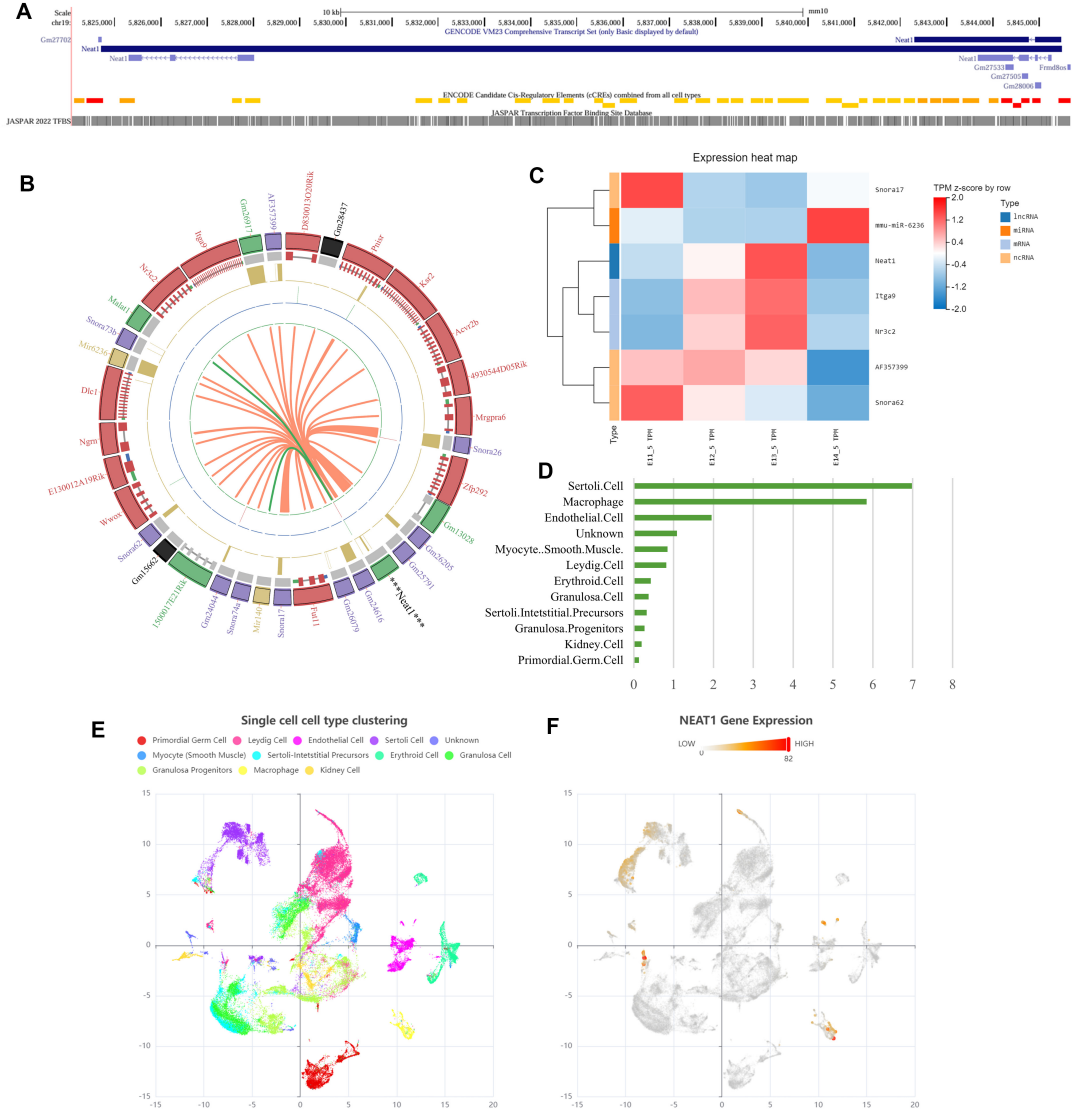
Characterization of DE lncRNAs. (**A**) The lincRNA *Neat1* localizes on Chr19 with multiple *cis-*regulatory elements and abundant TF-binding sites. (**B**) RNA–RNA interactome of *Neat1* identified from the RISE database. (**C**) Heatmap of *Neat1* and DEGs in its RNA–RNA interactome. *Neat1* showed a similar expression pattern to *Itga9* and *Nr3c2*, which was opposite to that of Snora17 and mmu-miR-6236. (**D–F**) *NEAT1* expression atlas in human fetal gonads from the TEDD database, which integrates scRNA-seq datasets, showed that *Neat1* was enriched in Sertoli cells.

### Characterization of DE miRNAs

Among the DE small ncRNAs, miR202 showed the greatest up-regulation, with a low expression level during early gonad development in our data. 

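mmu-miR-202-5p, on chromosome 7 from 139957732 to 139957752, had 0 counts at E11.5, 24 at E12.5, 22 at E13.5 and 47 at E14.5, a rise of at least 8.74-fold at E12.5. Its precursor had 0, 30, 27 and 52 counts, at least 10.9-fold, and mmu-miR-202-3p, with 0, 7, 5 and 6 counts, was below the filter. Counts of a mature miRNA can also enter its precursor, so the 2 need not be independent.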

Elanor *et al.* have reported that the testis-determining factor gene *SOX9* regulates miR-202-5p/3p expression during mouse testis differentiation [64], and loss of miR-202 leads to apoptosis of spermatocytes [65]. Quantitative real-time PCR results validated that both miR-202-5p and miR-202-3p showed dramatic up-regulation in male and female gonads after E13.5, while their fold changes in the adjacent mesonephros tissue were smaller (Fig. 5B–E). miR-202-5p may contribute specifically to germ cell development while miR-202-3p may be involved in sex determination regulation as well. 

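mmu-miR-672-5p rose at least 11.3-fold at E12.5, from 3 to 31 counts, and had 36 counts at E13.5 and 11 at E14.5. Of the 124 miRNA features tested at E12.5, 28 were DEGs, 14 mature miRNAs and 14 precursors. Of the mature ones, 3 were up-regulated and 11 down-regulated. A biological coefficient of variation of 0.2 left 14 of these features, the largest move.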

Another significantly up-regulated miRNA with logFC ≥ 2 from E11.5 to E12.5 was mmu-miR-672, which is located on the X chromosome. The most significantly down-regulated miRNAs included mmu-miR-6236, mmu-miR-196a-5p, and mmu-miR-6240. 

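At E12.5 mmu-miR-6240 changed by −3.73 (−3.98 to −3.49, edgeR exact test, p = 4.5e-51), mmu-miR-6236 by −2.72 (−2.79 to −2.65) and mmu-miR-196a-5p by −2.83 (−3.89 to −1.93, from 86 to 11 counts). The counts of mmu-miR-6236 and mmu-miR-6240 follow Rn18s-rs5. mmu-miR-196a-5p comes from Hox clusters, and the mesonephros was included at E11.5 only.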

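At E13.5, 105 miRNA features passed the filter, and 0 of them were called with TMM, with total counts and with TMM from protein-coding genes.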

No DE miRNA was identified from E12.5 to E13.5. 

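At E14.5, 50 of 103 tested miRNA features were DEGs, 25 mature miRNAs and 25 precursors, and all 25 mature ones were up-regulated. Scaled by total counts, 38 features were called, 24 up-regulated and 14 down-regulated. Short RNAs of other classes rose at the same step. As a share of counts, miRNAs held 0.352% at E11.5 (Wilson 95% interval 0.350–0.354), 0.121% (0.120–0.123), 0.0908% (0.0898–0.0919) and 1.18% at E14.5 (1.18–1.19), and 0.166%, 0.0981%, 0.0734% and 0.896% without rRNA and the most abundant genes. Without miR-6236 and miR-6240, left out after their values were seen, the share was 0.0618% (0.0609–0.0627), 0.0731% (0.0720–0.0741), 0.0551% (0.0543–0.0559) and 0.0439% (0.0432–0.04465) of all counts. With rRNA and the most abundant genes also left out, it was 0.0821% (0.0810–0.0833), 0.0868% (0.0856–0.0881), 0.0650% (0.0640–0.0659) and 0.105% (0.103–0.107), so the direction at E14.5 depends on whether rRNA is among the counts.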

During E13.5–E14.5, all DE miRNAs showed up-regulation. 

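At E14.5 mmu-miR-2137 rose at least 45.4-fold, from 0 to 64 counts. mmu-miR-92a-3p rose by 2.66 (1.88–3.53), mmu-miR-125b-5p by 2.63 (2.07–3.23), mmu-miR-125a-5p by 2.19 (1.76–2.64), mmu-miR-202-5p by 2.18 (1.43–2.99) and mmu-miR-3535 by 1.82 (1.40–2.25) on the log2 scale. The 92a and 125b sequences arise from more than 1 locus and can share reads.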

The most significant ones included mmu-miR-2137, mmu-miR-6236, mmu-miR-6240, mmu-miR-125b, mmu-miR-125a, mmu-miR-3535, mmu-miR-92a, and mmu-miR-202-5p (Fig. 5A).

**Figure 5.**
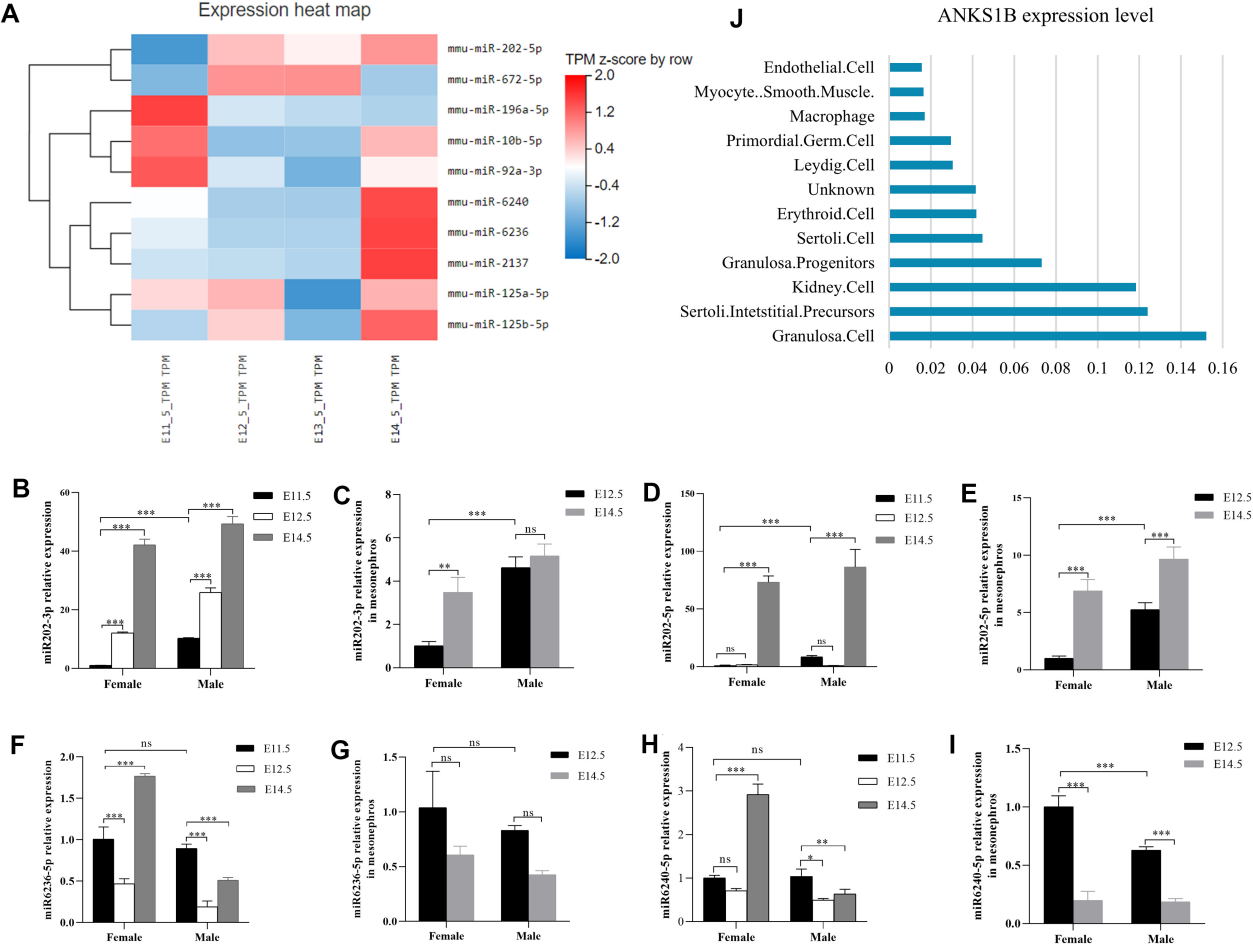
Characterization of DE miRNAs. (**A**) Expression heatmap of selected miRNA candidates. (**B–** **I**) Quantitative real-time PCR results of miR202-3p, miR202-5p, miR6236, and miR6240 in gonads and the mesonephros; *n* = 3. Statistical significance was determined using a two-way ANOVA. *P < 0.05, **P < 0.01, ***P< 0.001. (**J**) ANKS1B expression enrichment in human fetal gonads from the TEDD database.

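mmu-miR-6236 had 15354, 2133, 2025 and 88495 counts from E11.5 to E14.5, and mmu-miR-6240 had 2137, 147, 125 and 7894. The log2 fold changes at E14.5 were 6.54 (6.48–6.60) and 7.07 (6.82–7.34). The ratio of mmu-miR-6236 to Rn18s-rs5 varied 1.27-fold over the 4 libraries and that of mmu-miR-6240 1.97-fold, while Rn18s-rs5 itself varied 39.3-fold. Both mature sequences lie inside their precursor features on chromosomes 9 and 5. Neither precursor aligned by blastn with any of the rRNA transcripts of GENCODE, and a 28S or 45S rRNA sequence was not used here. Rn18s-rs5 itself aligned with 0 of these rRNA transcripts, so the lack of a hit among them carries no weight. Over all GENCODE transcripts, however, Rn18s-rs5 aligned only with Gm42418 and AY036118, and neither precursor aligned with another gene. A stretch of Rn18s-rs5 in the precursors, of at least 50 bases at 90% identity or more, is thus argued against. Other rRNA sequence stays open.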

miR6236 and miR6240 were the most abundant DE miRNAs identified in our study and showed an interesting decrease from E11.5 to E12.5 followed by a significant increase from E13.5 to E14.5 in gonads (Fig. 5F–I). Down-regulation of miR6236 has been reported to enhance neuronal development and regeneration [66]. Our quantitative real-time PCR showed that the differential pattern of miR6236 expression was specific to the gonads but not the adjacent mesonephros (Fig. 5F–H). Both miR6236 and miR6240 showed higher expression in female gonads (Fig. 5F–I). Networks of miR6236 in the TransmiR v2.0 database revealed that miR6236 might interact with several TFs, including hormonal receptors *Ar*, *Esr1*, *Esrra* and *Esrrb*, *Sox* families, *Gata* families, *Dmrt1*, CTCF, *Ep300*, and several lysine demethylases (KDMs), much more complicated than networks of miR202 and miR6240. Conversely, target prediction based on TargetScan [29, 67], miRDB [68], and ENCORI databases [30] provides more candidate targets for miR6240 than for miR6236. Further detailed studies are needed to understand their specific networks and functions in cellular contexts.

Ankyrin repeat and SAM domain-containing protein 1B (*Anks1b*), a haploinsufficient gene predominantly expressed in the brain [69], was the only shared predicted target of miR6236 and miR6240 in the lists. The qPCR result confirmed that *Anks1b* was expressed at a low level and significantly up-regulated after E11.5 in female gonads (Fig. 7B, F). Analysis based on published scRNA-seq data in the TEDD database showed that expression of *Anks1b* was higher in female granulosa cells in humans (Fig. 5J). More interestingly, TF-binding sites of *Wt1*, *Gata*, and *Sox* families were found on promoter/enhancer regions of *Anks1b*, implying some interesting roles for miR6236/miR6240–*Anks1b*-related pathways downstream of gonad-specific TFs.

### Characterization of DE snoRNAs

Although the majority of stranded ncRNA biotypes maintained stable expression after sex determination, the number of DE snoRNAs increased significantly from 19 during E11.5–E12.5 to 86 during E13.5–E14.5, surpassing even the number of DE miRNAs. 

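snoRNAs and scaRNAs together gave 20 DEGs of 127 tested at E12.5 and 86 of 128 at E14.5, all down-regulated in the first case and all up-regulated in the second. Scaled by total counts the numbers were 14, and 29 with 23 up-regulated and 6 down-regulated, the largest move at E14.5. At E12.5 a biological coefficient of variation of 0.2 moved the number further, to 12. Relative to the median gene, the 139 snoRNAs and scaRNAs, 15 of them named by the paper, changed by −0.63 (percentile 0), −0.20 (percentile 0) and 1.41 (percentile 100) in the successive comparisons. Other short RNAs moved the same way.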

Out of the 86 DE snoRNAs, 31 were box H/ACA snoRNAs, which also included a small Cajal body-specific RNA (scaRNA) named Scarna3b, while the other 55 were box C/D snoRNAs, including Scarna3a.

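By their names, 30 of the 86 were Snora, 50 Snord and 2 scaRNA genes, and 4 had other names. Scarna3a changed by 1.29 (1.09–1.49) and Scarna3b by 1.54 (1.24–1.85), and in the ratio of the deposited TPM by −0.35 and −0.09. Between E13.5 and E14.5 the raw count fell in 4 of the 86.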

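At E12.5 the 20 snoRNAs fell between 2.04-fold and 2.93-fold, with Snord12 the lowest at a log2 fold change of −1.55. The 86 at E14.5 rose between 2.00-fold and 8.99-fold, with a median log2 value of 1.72. snoRNAs held 0.973% of the counts at E11.5 (Wilson 95% interval 0.970–0.977), 0.898% (0.895–0.902), 0.778% (0.775–0.781) and 0.754% (0.751–0.757), and 0.701%, 0.547%, 0.484% and 1.076% without rRNA and the most abundant genes.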

All the DE snoRNAs during E11.5–E12.5 showed ∼2-fold down-regulation, whereas the 86 snoRNAs in E13.5–E14.5 were 2- to 9-fold up-regulated. 

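Of the snoRNA DEGs at E12.5, the most abundant at E11.5 were Snord14e with 2331 TPM, Snord14d with 1757 and Snord47 with 1297. Snord14e changed by −1.16 (−1.23 to −1.08). Snord49a, with 2556 TPM at E11.5, changed by −0.65 (−0.73 to −0.58) and Snord22, with 2144 TPM, by −0.86 (−0.92 to −0.80), so neither passed |logFC| ≥ 1.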

Among the DEG lists, *Snord49a*, *Snord14e*, and *Snord22* were the most abundant snoRNAs, with >2000 TPMs during E11.5–E12.5. 

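At E13.5, 0 of 128 tested snoRNAs and scaRNAs were called with each scaling and dispersion tried for them.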

No DE snoRNA was detected when comparing E13.5 with E12.5. 

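Snord33, on chromosome 7 from 45126864 to 45126945, had 379, 170, 157 and 664 counts at the successive time points and rose at E14.5 by 3.17 (2.92–3.43, edgeR exact test, p = 4.8e-37), the largest rise among the snoRNAs with each scaling tried. Short RNAs of other classes rose at the same step.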

During E13.5–E14.5, *Snord33*, expressed at a low level ,showed the greatest up-regulation. In addition, *Snord22* and *Snora68* were the most abundant snoRNAs. 

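Among the snoRNA DEGs at E14.5, Snord22 had 1868 TPM, Snora68 1423, Snord14e 1236 and Snord49a 1225. Snord22 rose by 2.13 (2.07–2.19). Snora68 rose by 1.00 (0.94–1.06) but changed by −0.08 with total counts and by −0.64 in the ratio of the deposited TPM. Snord49a rose by 1.15 (1.06–1.23), or −0.49 in the TPM ratio.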

(Fig. 6A). We noticed that four DE snoRNAs, *Snord96a*, *Snord49b*, *Snord118*, and *Snord91a*, were located within the DE tRNA clusters on Chr11 (Fig. 2C). These snoRNAs may contribute more to the tRNA modifications.

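Distances to the nearest tRNA DEG on chromosome 11 were 9.86 kb for Snord118 and 16.4 kb for Snord96a, against 1195 kb for Snord49b and 4799 kb for Snord91a. At E14.5 the log2 fold changes were 1.67 (1.60–1.74), 2.57 (2.36–2.78), 1.64 (1.53–1.75) and 1.73 (1.35–2.11) in that order.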

**Figure 6.**
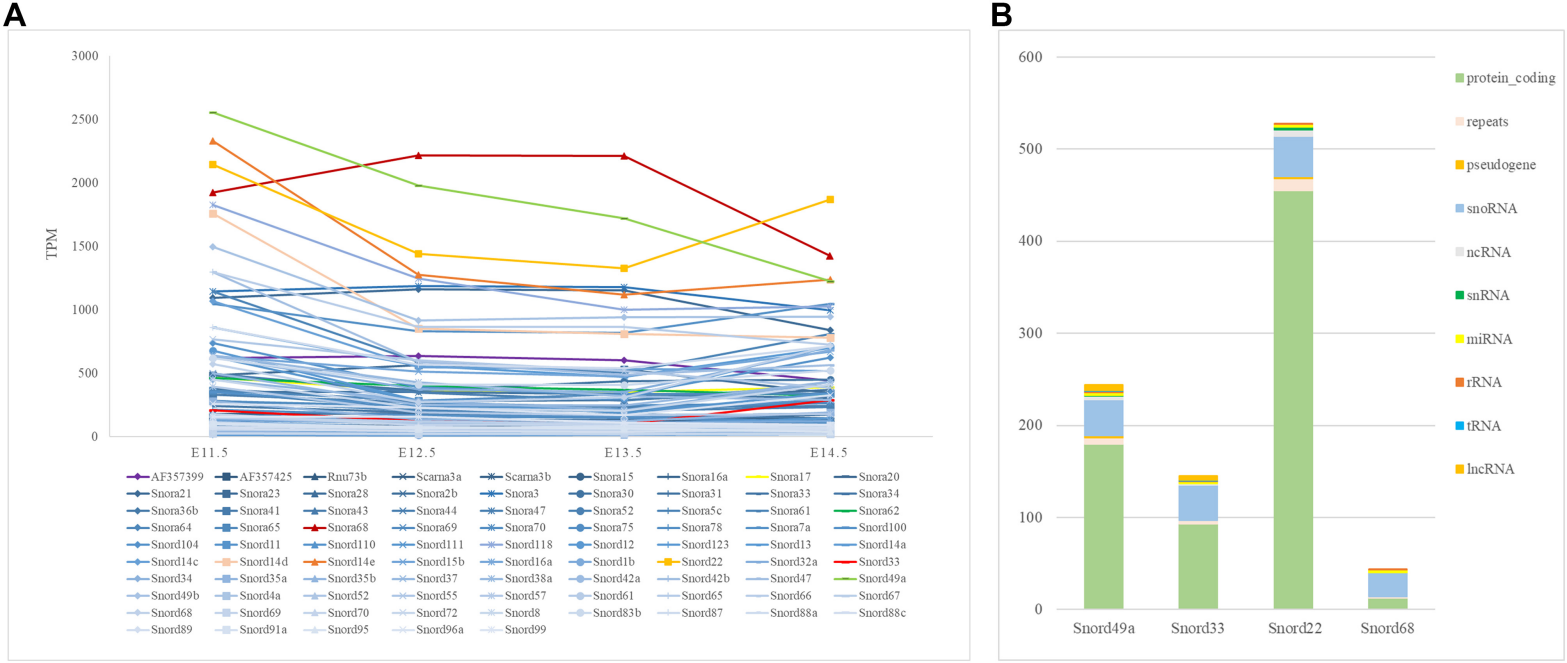
Characterization of DE snoRNAs. (**A**) Line chart showing the expression pattern of DE snoRNAs during E11.5–E12.5 based on TPMs. *Snord49a*, *Snord14e*, and *Snord22* were the most abundant snoRNAs, with >2000 TPMs from E11.5 to E12.5. During E13.5–E14.5, *Snord33*, expressed at a low level, showed the greatest up-regulation. *Snord22* and *Snora68* were the most abundant snoRNAs. (**B**) RNA–RNA interactions (RRIs) in the RISE database showed that *Snord22* has the most potential interactions with various RNA types. *Snord49a*, *Snord33*, and *Snord22* may mainly regulate mRNAs and then snoRNAs, while *Snord68* may interact mostly with other snoRNAs.

RNA–RNA interactions (RRIs) in the RISE database showed that *Snord22* has the most potential interactions with various RNA types. *Snord49a*, *Snord33*, and *Snord22* may mainly regulate mRNAs and then snoRNAs, while *Snord68* may interact mostly with other snoRNAs (Fig. 6B). Interestingly, *Snord49a*, *Snord33*, *and Snord68* were all related to miR6240 based on the RISE database, suggesting some unknown interactions between the snoRNA clusters and miR6240.

### Identification of *Sox9* enhancer RNA with unassigned reads

Recent studies have revealed that active enhancers transcribe non-coding enhancer RNAs (eRNAs) that can interact with promoter–enhancer loops and contribute to the transcriptional regulation of surrounding protein-coding mRNAs [70–72]. Some eRNAs may not contain poly(A) tails [73]. In humans, duplication or deletion of core enhancers upstream of *SOX9* resulted in *SOX9* dose fluctuations and sex reversal [74]. In mouse sex determination, deletion of the testis-specific enhancer core sequence (TESCO) reduced ∼50% of *Sox9* expression in XY fetal gonads [75].

Attempting to extend the advantage of our data, which cover complete stranded RNAs with or without a poly(A) tail, we visualized the bam files of the 1293 bp TESCO region (Chr11: 112 769 652–112 770 944, mm10) with IGV software and found a few unassigned reads mapped to the enhancer (Fig. 7A). Quantitative real-time PCR results from three pairs of primers confirmed the higher expression of TESCO eRNA at E12.5 (Fig. 7B), which is consistent with the *Sox9* transcription pattern in male gonads (Fig. 7C). Of note, two lncRNAs, TCONS_00 025 195 and TCONS_00 025 196, have been identified from the *RevSex* region (517–595 kb 5′ to *SOX9*) that contained important distal enhancers of *SOX9* in human testes [76], suggesting that lncRNAs transcribed from enhancer regions may play certain roles in *SOX9* regulation. About half of the long unique mapped reads were unassigned to genes on the mm10 reference genome, suggesting a potential large amount of unidentified non-coding stranded RNAs in development.

**Figure 7.**
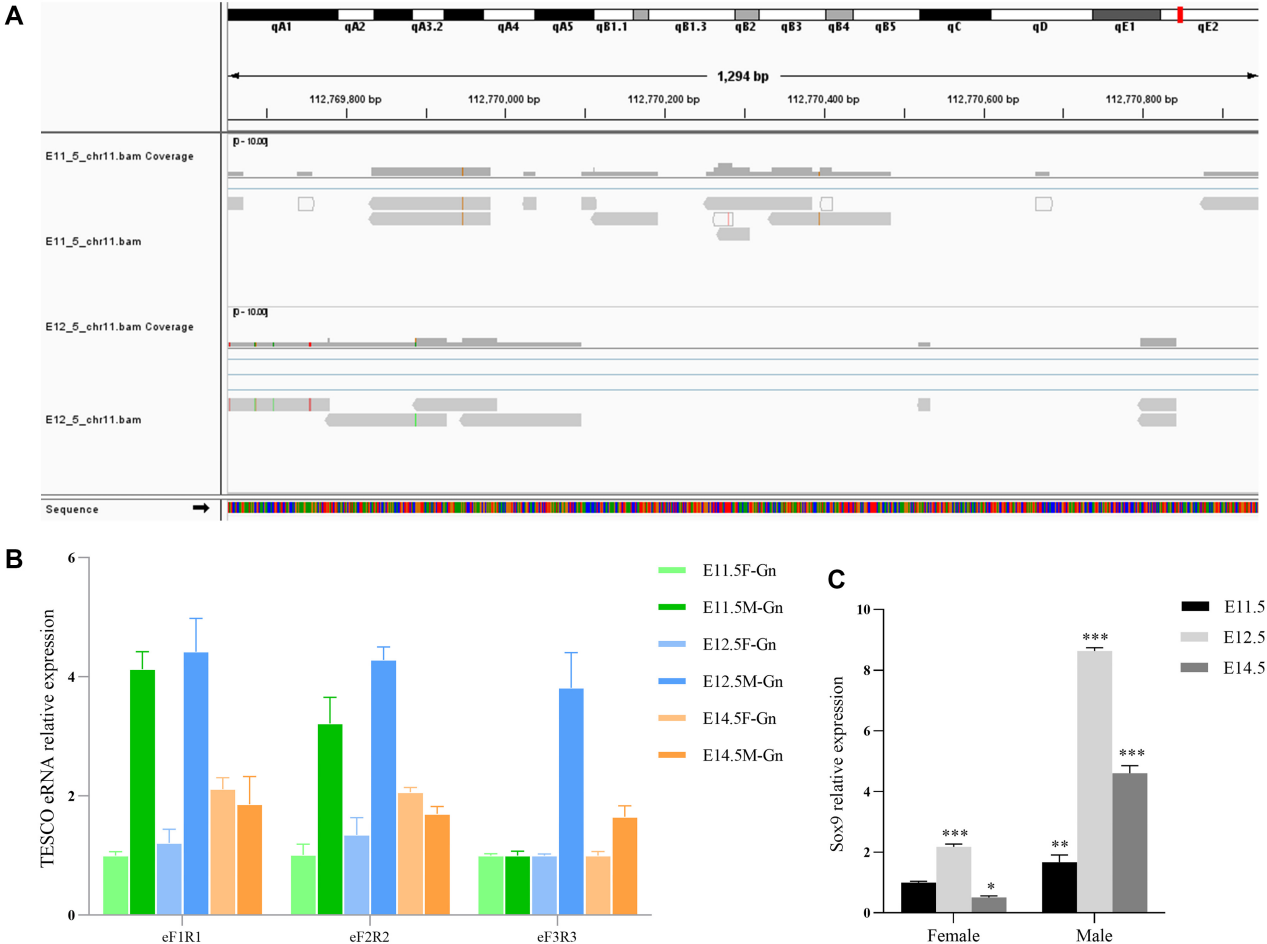
Identification of Sox9 enhancer RNA with unassigned reads. (**A**) Visualization of unassigned reads mapped to the TESCO enhancer region (Chr11: 112 769 652–112 770 944, mm10) with IGV. (**B**) Quantitative real-time PCR results from three primer pairs confirmed the expression of TESCO eRNA, which showed the highest expression in E12.5 male gonads. (**C**) *Sox9* also showed the highest expression in E12.5 male gonads from the qPCR result.

### Potential regulatory networks in early gonad development

To gain a better understanding of the dynamic RNA regulatory networks, miR6236, miR6240, *Snora17*, *Snord33*, *Neat1*, *Anks1b*, *Xist*, *Lars2*, *Wt1*, *Sry*, *Sox9*, *Rspo1*, and *Dazl* were selected for target, PPI, and ceRNA network analysis. qPCR relative expression patterns showed that *Xist*, *Neat1*, and *Anks1b* had similar up-regulation and down-regulation in female gonads, which is the opposite to the patterns of miR6236 and miR6240. *Lars* demonstrated significant up-regulation after E12.5 in both male and female gonads (Fig. 8A–D). However, the expression patterns in the mesonephros varied greatly. *Xist* and *Lars2* showed differential expression in the female mesonephros, whereas *Anks1b* was significantly up-regulated in the male mesonephros at E14.5. Furthermore, *Neat1* displayed an identical pattern in the male and female mesonephros (Fig. 8E–H).

**Figure 8.**
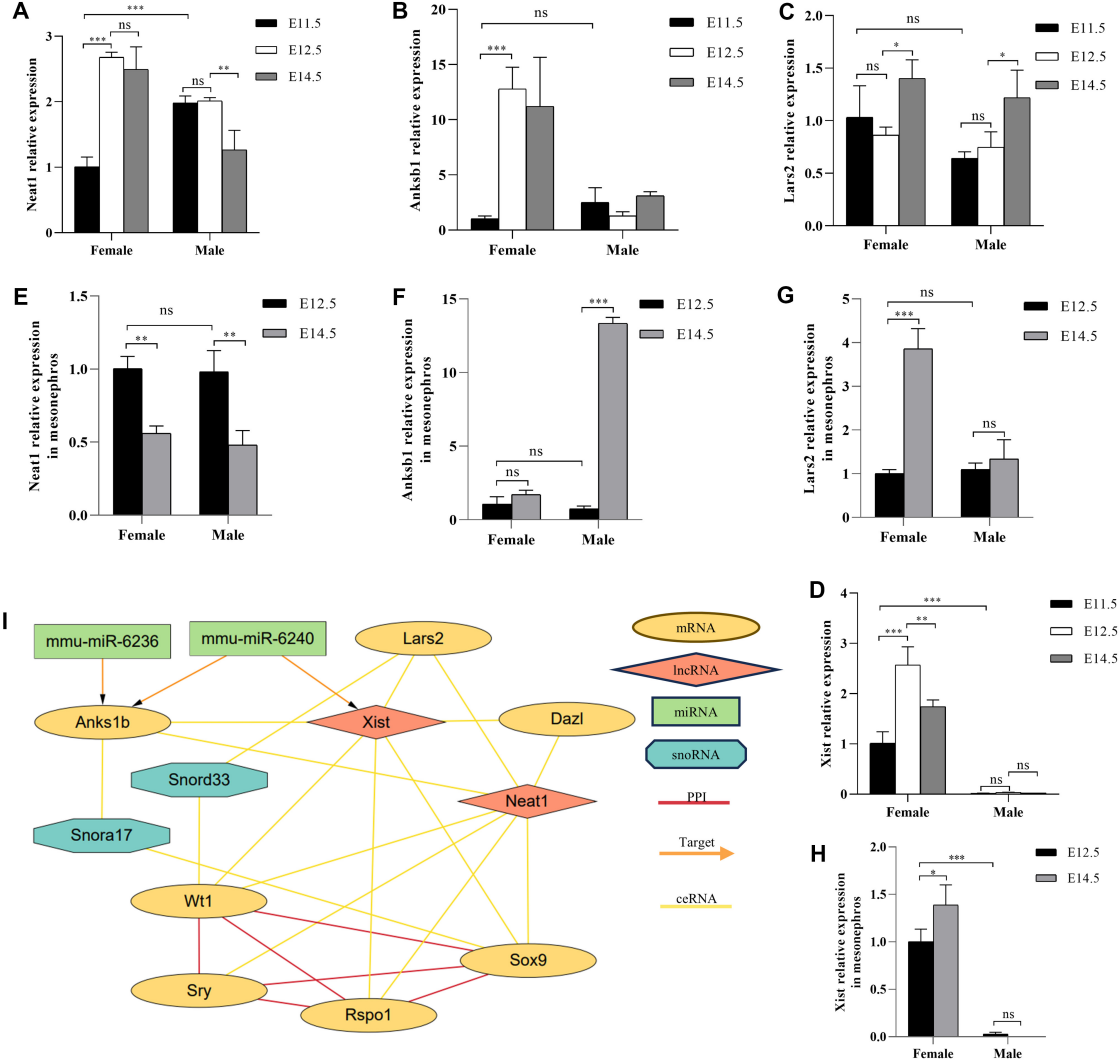
mRNA–lncRNA–small RNA network construction. (**A**) Quantitative real-time PCR of candidate genes *Anks1b*, *Neat1*, *Lars2*, and *Xist* in male and female gonads and mesonephros; *n* = 3. Error bars are the SD. *P*-values derived from two-way ANOVA: *P < 0.05, **P < 0.01, ***P < 0.001; ns indicates not significant. (**B**) Visualization of RNA networks with Cytoscape. PPI prediction was based on STRING11. Target relationships between miRNA and mRNA/lncRNA were supported by at least two tools from TargetScan, miRDB, RNAhybrid, and ENCORI. Predicted ceRNA relationships were calculated with the Dr. Tom system based on the ratio of shared miRNAs of selected mRNA/lncRNA.

miR6236 and miR6240 were both predicted to target *Anks1b*. *Xist* was also a candidate target of miR6240 and showed ceRNA linkages with *Anks1b* and *Lars2*, suggesting the potentially important roles of these genes in female gonad differentiation, especially in granulosa cells. *Anks1b* also showed ceRNA linkage with *Neat1*, while *Neat1* and *Xist* showed active ceRNA networks with the TFs (Fig. 8I).

*Snora17* showed ceRNA relationships with *Sox9* and *Anks1b*, implying that Snora17 might also be involved in supporting lineage differentiation. In contrast, *Snord33* showed ceRNA networks with *Wt1* and *Lars2*, which are commonly expressed in gonadal cells. The functional networks of snoRNAs are still difficult to characterize well. A better understanding of their secondary structures is necessary to identify direct interactions.

## Discussion

Aiming to profile more comprehensive transcriptomic dynamics during early gonad development, including sex determination and germ cell development stages, we collected wild-type mouse gonads at E11.5–E14.5 and performed complete stranded RNA-seq. By adding poly(A) tails as well as UMI to all stranded RNAs followed by RNA enrichment with oligo(dT)s during sequencing library construction, we were able to explore the unbiased expression data of long and short stranded RNAs with or without poly(A) tails in one preparation. Previous transcriptome profiling focusing on mRNA and lncRNA with poly(A) tails required a separate small RNA library for short RNA expression data [8, 77, 78]. Thus, RNAs without poly(A) tails were less annotated and studied. What is more, the construction of separate libraries may lead to bias when analyzing relationships between the long and short RNAs. Constructing two kinds of NGS libraries is also less cost-effective.

Our data recovered 30 462 long RNAs and 635 miRNAs from about half of the unique mapped reads. The other half of the reads were unassigned to known genes in the mm10 reference genome, suggesting a potentially large amount of uncharacterized ncRNAs in mammals. Unassigned sequencing reads are not uncommon in NGS data. Some RNA reads may be derived from technical artifacts such as sequencing errors [79]. The limitation of the mm10 reference genome is also an explanation since the genome projects were primarily focused on the protein-coding region that makes up only 1–2% of mammalian genomes [80]. To address this limitation, the development of a more comprehensive reference genome for non-coding regions will be crucial. Furthermore, comparison with datasets obtained from different profiling methods will be helpful to improve the accuracy of the analysis results.

In our study, 2419 DEGs were identified from E12.5 versus E11.5, and 333 and 770 DEGs were identified from E13.5 versus E12.5 and E14.5 versus E13.5, respectively. The DEG lists only have 37 overlapping genes. Some of the genes showed up-regulation and then down-regulation patterns during E11.5–E14.5, suggesting highly sophisticated temporal regulation during sex determination and germ cell development. The interesting fluctuations in expression may be associated with processes such as cell proliferation, migration, and the establishment of specialized cell lineages in gonads. Most of the DEGs after E13.5 were up-regulated, demonstrating that germ cell development relies on a new wave of transcriptome activation, which is consistent with previous reports [81, 82].

Ideograms of the distribution of DEGs on each chromosome showed that Chr6 and Chr2 might be more essential in early gonadogenesis and sex determination, while Chr11 and Chr13 might be the most active chromosomes during mouse early gonad development, especially for germ cell development. These active chromosomes may serve as key targets for epigenetic modifications and advanced chromatin conformation research during early gonad development. In evolutionary biology, these results can also help to compare the dynamic differences and similarities at the chromosome level in the sex determination process between species. We further identified active regional divisions on the chromosomes, including Hox and stefin genes. Some ncRNAs are embedded within these coding gene clusters. However, how the proximal ncRNAs contribute to the regional chromatin remodeling and coding gene expression remains mostly unclear [83, 84]. The tRNA clusters also showed significant regional enrichment, including some snoRNAs interspersed among them. snoRNA–tRNA interaction might be required for global tRNA modifications and codon usage [85], further affecting protein production. Our findings open up more possibilities in RNA research, developmental, and reproductive biology, and will advance prenatal screening and diagnosis, and genetic counseling which currently rarely incorporate non-coding regions [38].

The DEGs can be classified into 22 RNA types. tRNAs, lncRNAs, antisense RNAs, snoRNAs, and miRNAs were the major DE RNAs in addition to protein-coding mRNAs. We identified coding genes that have been related to reproductive disorders but not well studied in development, including *Lars2* and *Gykl1* that are related to mitochondria. scRNA-seq data suggested that *Lars2* was enriched in granulosa cells in fetal gonads [34], implying that it may play an essential role in ovary differentiation and maturation. Additionally, our data showed a transition of the main globin in gonads, which was consistent with previous knowledge of globin switches in liver, heart, and bone marrow research [86, 87]. Levels of globin and angiogenesis might vary in male and female gonad development [88]. Globins may also have non-oxygen-related functions, such as antioxidant properties or involvement in signaling pathways [89].

tRNA was the second most differentially expressed RNA class. The 158 DE tRNAs can be categorized into 16 groups according to the amino acids they carry. Twenty-three DE tRNAs were responsible for arginine, comprising the largest portion of the DE tRNAs (Table 2). n-Te15, n-Te18, n-Te21, and Trnae-uuc that transport lysine were the most abundant tRNAs. Modifications of lysine and arginine residues on histone could lead to chromatin remodeling during germ cell development [90, 91]. Dysregulation of tRNAs has been related to genetic disorders and cancer. Pioneering and innovative therapeutic strategies targeting tRNA are increasingly gaining attention [92]. They may also be potential biomarkers and therapeutic targets in reproductive health.

While studies on lncRNA in hermaphroditic species have demonstrated some roles for lncRNAs in sex determination [93], the specific mechanisms of pseudogenes, lncRNA, and antisense RNA in human and mouse gonad development have not been extensively studied. Pseudogenes were generally believed to be non-functional. We found thart the DEG *Gm15529*, HORMA domain-containing 1 pseudogene, was predominantly detected in mouse gonads at and after E11.5, implying its potential role specifically in gonad development. DE antisense RNAs such as 4833422C13Rik and 0610038B21Rik were barely documented. Antisense transcripts of TF genes such as *SOX9* and *WT1* have been shown to have functional roles in cancer [94, 95]. They can regulate gene expression through transcriptional interference, RNA masking, or RNA stability modulation [96]. The DE antisense transcripts may also be active in mammalian gonad development through various mechanisms. The lncRNA LOC102635594 (Gm32885) was significantly up-regulated from E11.5 to E12.5, and it showed biased expression specifically in the placenta and testis of adult mice in the Mouse ENCODE project [54], suggesting that it may function in maternal and embryonic signaling transduction and testis differentiation. *Neat1* showed significant down-regulation after E13.5. Several characteristics of *Neat1* led to the hypothesis that *Neat1* together with snoRNA and miRNA may contribute to Sertoli cell maturation in the male gonad. The lncRNAs may act as molecular scaffolds, interacting with chromatin and TFs to modulate gene expression and influence cell fate decisions [97]. Various uncharacterized DE lincRNAs were also found on sex chromosomes, further demonstrating the complexity of the RNA world during sexual development.

Transcriptomic profiling based on different methods has identified more and more small RNAs in reproductive tracts [98–101]. miRNAs are the most widely studied small RNA types. Consistent with earlier studies, we found that miRNA202 [64], miR10 [102], miR125 [103], miR196 [104], and the let-7 family [105] were differentially expressed during mammalian early gonad development. We also identified two new DE miRNAs, miR6236 and miR6240, both of which were abundant but not well characterized in the gonad yet. miR6236 has been shown to be involved in neuronal development [66], heart development [106], skeletal muscle angiogenesis [107], and cancer progression [108] in recent years. Our results confirmed the down-regulation and then up-regulation pattern of miR6236 to be specific to the gonads but not to the adjacent mesonephros during E11.5–E14.5. miR6240 has been linked to Alzheimer's disease [109] and cardiomyocyte proliferation and regeneration [110]. It showed a pattern of down-regulation and subsequential up-regulation in both gonads and mesonephros, suggesting that it may play a more complex role in development of the complete reproductive tract. *Anks1b* was the predicted target of both miR6236 and miR6240, which showed enrichment in female granulosa cells from human fetal gonad scRNA-seq, further suggesting the involvement of the miRNA6236 network in supporting gonadal cell development. TF-binding sites of *Wt1*, *Gata*, and *Sox* families were found on promoter/enhancer regions of *Anks1b*, implying that miR6236/miR6240–*Anks1b* networks might be downstream of gonad-specific TFs.

Earlier research on snoRNAs has shed light on their functional significance, including their involvement in controlling codon-biased dichotomous cellular states and global tRNA modifications [85]. Structural features are important aspects related to RNA functions. The different numbers of dynamic box C/D and box H/ACA snoRNAs implied that the snoRNAs may be mainly involved in rRNA 2′-*O*-ribose methylation during gonad development. In recent years, the roles of snoRNAs have expanded beyond tRNA and rRNA modifications. They could also be involved in alternative splicing, as well as snoRNA-derived small fragments with miRNA-like functions [18]. However, research on the molecular mechanism of most snoRNAs is very limited.

Significant bias exists in different library construction methods even with identical samples [78]. Unexpectedly, PIWI-interacting RNAs (piRNAs) which are known to suppress transposable elements (TEs) in the germline [111] were not detected in our sequencing data. Diversification of piRNA expression during early gonad development has been reported in recent years [112, 113]. The failure to detect piRNAs may be due to technical differences in the library construction methods. Samples were fractionated by electrophoresis in acrylamide gels or oxidized by NaIO_4_ for piRNA enrichment during library construction in some previous studies [114–116]. The enzyme we used may not be sufficient to ligate poly(A) tails onto piRNAs due to unknown modifications or secondary structures [117]. Thus, the piRNAs were lost in the subsequent enrichment of polyadenylated RNAs with oligo(dT)s. The limitation of bioinformatic algorithms and the piRNA database may also be a reason [118]. Data obtained by different methods can complement each other to a certain extent.

In RNA network construction, we selected miR6236, miR6240, *Snora17*, *Snord33*, *Neat1*, *Anks1b*, *Xist*, *Lars2*, *Wt1*, *Sry*, *Sox9*, *Rspo1*, and *Dazl* for target, PPI, and ceRNA network analysis. The results suggested that miR6236/miR6240–*Anksb1*–*Neat1* might be involved in gonadal supporting lineage differentiation. *Anks1b* might interact with *Xist* in female granulosa cells, while *Neat1* functions in male Sertoli cells. Both *Anks1b* and *Neat1* might be downstream of TFs known to be critical in sex determination and somatic cell differentiation. *Neat1* showed ceRNA linkage with the leucyl-tRNA synthetase-encoding *Lars2* which has been related to gonadal dysgenesis. *Lars2* and *Wt1* shared ceRNA linkages with *Snord33*. *Anks1b* and *Sox9* shared ceRNA relationships with *Snora17*. These implied the presence of complex RNA networks including tRNAs, snoRNAs, lncRNAs, and TFs in gonad development. The various patterns of these genes in the mesonephros suggested that their involvement in reproductive tract development goes beyond the gonads.

Since RNA was first described as a key player in the “Central Dogma of Molecular Biology” by Crick in the mid-20th century [119], research on discovering RNA characteristics and function has been actively emerging, much of which has reshaped our knowledge of the genetic and epigenetic world. Successful RNA vaccines and RNA therapy development have demonstrated the robustness and unlimited prospects of RNA [120, 121]. In this study, we reported the first comprehensive profiling of stranded RNAs encompassing mainly lncRNAs, miRNAs, snoRNAs, tRNAs, and mRNAs during early mouse gonad development. The long list of uncharacterized DE RNAs suggested a huge gap between our current knowledge of the RNA world and the actual complexity of RNA molecules in the developing gonad, and will possibility open up new avenues in the future for prenatal screening and diagnosis, genetic counseling, and therapeutic interventions for reproductive disorders.

## Supplementary Material

ugaf014_Supplemental_Files

## Data Availability

The RNA-seq data in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE256154.

# Supplementary material for: Complete stranded RNA profiling during early mouse gonad development
**Source:** NAR Mol Med. 2025 May 2;2(2):ugaf014. doi: 10.1093/narmme/ugaf014
**Supplement:** ugaf014_Supplemental_Files

**Supplementary Table 4. Numbers of DEGs distributed on each chromosome**

|                    | Counts of DEGs |             |             |
|--------------------|----------------|-------------|-------------|
|                    | E11.5-E12.5    | E12.5-E13.5 | E13.5-E14.5 |
| chr1               | 168            | 25          | 51          |
| chr2               | 199            | 29          | 50          |
| chr3               | 139            | 19          | 41          |
| chr4               | 147            | 18          | 41          |
| chr5               | 137            | 20          | 33          |
| chr6               | 135            | 15          | 27          |
| chr7               | 177            | 24          | 53          |
| chr8               | 123            | 24          | 39          |
| chr9               | 126            | 16          | 37          |
| chr10              | 106            | 12          | 24          |
| chr11              | 179            | 26          | 83          |
| chr12              | 68             | 13          | 22          |
| chr13              | 114            | 20          | 67          |
| chr14              | 90             | 8           | 30          |
| chr15              | 109            | 11          | 35          |
| chr16              | 63             | 9           | 23          |
| chr17              | 79             | 17          | 32          |
| chr18              | 63             | 7           | 16          |
| chr19              | 69             | 7           | 16          |
| chrX               | 124            | 13          | 41          |
| chrY               | 4              | 0           | 2           |
| chrMT              | 0              | 0           | 6           |
| Unknow             | 0              | 0           | 1           |
| <b>Grand Total</b> | <b>2419</b>    | <b>333</b>  | <b>770</b>  |

# Supplementary material for: Complete stranded RNA profiling during early mouse gonad development
**Source:** NAR Mol Med. 2025 May 2;2(2):ugaf014. doi: 10.1093/narmme/ugaf014
**Supplement:** ugaf014_Supplemental_Files

**Supplementary Table 5. List of PCR primers**

| <b>Primer name</b> | <b>Primer sequence</b>       |
|--------------------|------------------------------|
| miRNA-RT-primer    | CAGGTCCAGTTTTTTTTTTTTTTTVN   |
| mmu-miR202-3p-F    | GAGAGGTATAGCGCATGG           |
| mmu-miR202-3p-R    | CCAGTTTTTTTTTTTTTTCTTCCCA    |
| mmu-miR202-5p-F    | CGCAGTTCCTATGCATATACTTC      |
| mmu-miR202-5p-R    | AGGTCCAGTTTTTTTTTTTTTTTAAAGA |
| mmu-miR6236-5p-F   | GTCGCCGGCAGTC                |
| mmu-miR6236-5p-R   | GGTCCAGTTTTTTTTTTTTTTTCT     |
| mmu-miR6240-5p-F   | CCAAAGCATCGCGAAGG            |
| mmu-miR6240-5p-R   | GTTTTTTTTTTTTTTTCGCCGTG      |
| U6-F1              | GGAACGATACAGAGAAGATTAGC      |
| U6-R1              | TGGAACGCTTCACGAATTTGCG       |
| Sox9-F             | AGGAAGCTGGCAGACCAGTA         |
| Sox9-R             | CGTTCTTCACCGACTTCCTC         |
| eTESCO-F1          | TCGGCCTTTGTTCTTAACCT         |
| eTESCO-R1          | CACTTGTGTTTGACCCTGGG         |
| eTESCO-F2          | GGCTGGCCTTTCTCTCTCTT         |
| eTESCO-R2          | ACTTGATGCTCTTGGGGTGA         |
| eTESCO-F3          | GTATCCTTGTCCCACCTCCC         |
| eTESCO-R3          | GCTGGTGGAGATTGCAGAAC         |
| Neat1-F            | CAGGAGGCCATCGTTGAAGT         |
| Neat1-R            | CCATGAAAAAGGGTGCCTGC         |
| Xist-F             | AATGGAACGGGCTGAGTTTATG       |
| Xist-R             | TCATCCGCTTGCGTTCATAG         |
| Anks1b-F           | CCACCTCTTCTGTGGAAACCAC       |
| Anks1b-R           | CCTGCGAATTGCCAGCATCAT        |
| Lars2-F            | CATAGAGAGGAATTTGCACCCTG      |
| Lars2-R            | GCCAGTCCTGCTTCATAGAGTTT      |
| mGapdh-F           | AGGTCGGTGTGAACGGATTTG        |
| mGapdh-R           | TGTAGACCATGTAGTTGAGGTCA      |

V is A, C, and G and N is A, C, G, and T (Sigma).

How the deposited data were processed for this re-analysis (not part of the article)

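Total RNA from pooled XX and XY mouse gonads was sequenced daily between E11.5 and E14.5, with 1 library per time point and 4 libraries in all. The samples were mapped to time points by their deposited labels. A pool held at least 6 male and 6 female gonads from 2 litters, and the mesonephros was included at E11.5 only.

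The authors removed ribosomal RNA with probes and RNase H, built stranded libraries with UMIs, aligned the reads to mm10 with STAR, removed duplicates by UMI and counted reads per gene with featureCounts, and the counts used here are these deduplicated counts as deposited. The TPM values were computed by the authors from the same counts and the exon length of each gene, as deposited, and were checked against the counts and lengths in the files. Versions of these tools, the annotation release and the handling of reads with several positions are not stated in the text read here. The authors' supplementary tables of DEGs were compared with the calls made here, and the table for E12.5 was used in part.

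Calculations were made in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each time point was compared with the one before it, giving 3 comparisons of 2 libraries. The genes kept by edgeR's filterByExpr for the pair were scaled by TMM and tested by edgeR's exact test at a preset dispersion of 0.01, a biological coefficient of variation of 0.1. A gene was called a DEG at |log2 fold change| ≥ 1 and a Benjamini-Hochberg FDR ≤ 0.05. Without replicates the dispersion could not be estimated within a time point, so every call depends on this preset value. On simulated data with 200 changed genes, 132, 130 and 127 of 133 genes changed at least 4-fold were recovered in the 3 comparisons, and 32, 31 and 22 of 67 changed 2-fold.

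Log2 fold changes of named genes used a prior count of 0.125 and carry an exact Clopper-Pearson 95% interval of the share of counts in the later library. A gene with 3 counts or fewer in a library was put at that floor, and its fold change is a lower bound. Shares carry a Wilson 95% interval. The smallest library had 25593453 counts, where 3 counts are 0.117 CPM, and the floor was 0.0960, 0.0945 and 0.0952 CPM at E11.5, E13.5 and E14.5. The named genes are every gene that the paper names as changed, stable, abundant or part of a hub in these libraries, together with the 5 largest rises and 5 largest falls of each comparison among DEGs with at least 100 counts in the higher library. Members of the gene lists are named where a list is reported. Xylb, Foxa1, Il17re, n-Tp9, Snord14d and Snord47 lie outside this rule and were chosen after their values were seen. The rRNA genes Rn18s-rs5, Rnr1 and Rnr2 lie outside it as well.

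RNA types came from GENCODE mouse M21 and, where a gene was absent there, from RefSeq or from the name in the files. A tRNA was given the amino acid of the RefSeq tRNA at its coordinates. tRNA hubs are groups of at least 3 called tRNAs with gaps of at most 100 kb. Sequences of Lars2, LOC102639045, miR-6236, miR-6240 and Rn18s-rs5 were compared with all GENCODE transcripts by blastn 2.17.0, with word size 11, an E value of at most 1e-06, at least 90% identity and at least 50 bases. The longest nuclear rRNA transcripts were not used here.

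For 16 gene lists fixed in advance, the median log2 fold change was compared with 10000 random lists matched on expression in 50 bins, with seed 1. The lists are meiosis, germ cell, Sertoli cell, granulosa cell, Leydig and steroidogenesis, mesonephros and nephric, Hox, erythroid, globin, neutrophil and myeloid granule, macrophage, Y-linked, X inactivation, extracellular matrix, mitochondrial aminoacyl-tRNA synthetase and housekeeping genes. The FDR was also adjusted over the list alone. Overlaps of calls were compared with 10000 draws matched on expression in 20 bins.

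Alternatives tried were a biological coefficient of variation of 0.2 and 0.4, a dispersion estimated with the 4 libraries as replicates, DESeq2 size factors, total counts, TMM from protein-coding genes, no filter, at least 10 counts in both libraries, all 4 libraries handled together, |log2 fold change| ≥ 2, a prior count of 2, the ratio of the deposited TPM, and shares without rRNA and the 10 most abundant genes. A filter of more than 1 CPM in at least 1 library and a miRNA share without miR-6236 and miR-6240, with and without rRNA and the 10 most abundant genes, were added after the data were seen. Reads were not realigned, and the paper's quantitative PCR and single-cell results were not analysed here. Some single genes are not reported here.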

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

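The nuclear rRNA share, Rn18s-rs5, Ngp, Xylb and the 209 genes below lie outside what the paper discusses, and they are weighed together with genes that it discusses. Lists, named genes and alternatives were chosen before the data were examined, except that Xylb, Foxa1, Il17re, n-Tp9, Snord14d and Snord47 were picked after their values were seen, and so were a filter of more than 1 CPM and a miRNA share without miR-6236 and miR-6240. The tests of ribosomal RNA removal, of other short RNAs, of the excess of rises and of the fall and later rise of the same genes were also chosen only after the result was seen.

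Nuclear ribosomal RNA held 40.7% of all counts at E14.5 and 9.06% at E11.5, against 1.31% and 1.03% at E12.5 and E13.5. Most of it lay on Rn18s-rs5, whose log2 fold change at E14.5 was 6.39 relative to the median gene. Less complete removal of nuclear and mitochondrial rRNA to the same extent is argued against. Over mitochondrial tRNA at E14.5, mitochondrial rRNA rose 1.273-fold and nuclear rRNA 46.9-fold. Mitochondrial tRNAs are short RNAs, though, and 4 were called up at E14.5. Relative to the median gene, mitochondrial Rnr1 and Rnr2 rose by 1.41 and 1.06, so a smaller loss of removal there stays open. A less complete removal that spared mitochondrial rRNA, or an unequal amount of probe, was not tested and stays open. A higher rRNA content of the gonad at E14.5 stays open as well, untested, since a time point has 1 library.

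Ngp, a granule gene of neutrophils, had 162 counts at E14.5 against 63, 21 and 18 at the earlier time points. It belongs to a list of granule genes fixed for the test, of which 4 of 25 in the files, all stefins, are named by the paper and 13 have at least 10 counts in every library. Without the stefin genes, the median log2 fold change of the granule genes at E14.5 was 1.97, above all random lists, and Ltf rose from 10 to 110 counts. Neutrophils or other myeloid cells in the E14.5 sample are a candidate explanation for the rise of Ngp and of the stefin genes. The macrophage list had a median of 0.53 at the same step. Whether such cells came with the dissected tissue or belong to the gonad at that age was not tested.

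Xylb had 11570 counts at E14.5 against 3823, 591 and 614 before, and it is among 15 of 16744 genes with at least 10 counts in every library whose ratio to Rn18s-rs5 stayed within a factor of 4. Others are Lars2, LOC102639045, Gykl1, Foxa1, Il17re, 3930402G23Rik, Gm5600, miR-6236 and miR-6240. The ratio of Lars2 to Rn18s-rs5 varied by 2.755 between libraries, where the count of Lars2 varied 108-fold. Lars2 and LOC102639045 hold a common stretch of 72 bases that makes up 1.85% of the Lars2 transcript and lies in its 3′ UTR, outside the coding exons. Ribosomal RNA reads counted on genes with a copy of ribosomal RNA sequence may therefore explain the fall and rise of Lars2 and LOC102639045. Neither aligned with an rRNA transcript of GENCODE, but Rn18s-rs5 itself aligned with 0 of them too, so that lack of a hit decides nothing. Over all GENCODE transcripts, Lars2 and LOC102639045 aligned only with each other, and Rn18s-rs5 only with Gm42418 and AY036118. A stretch of Rn18s-rs5 in Lars2 or LOC102639045, of at least 50 bases at 90% identity or more, is thus argued against. A longer rRNA reference was not used here, so a copy of other ribosomal sequence in these genes was neither shown nor excluded. Activation of the mitochondrial aminoacyl-tRNA synthetases in general is argued against, as the other 16 genes had a median of −0.019 at E14.5. The paper also reports, by quantitative PCR with primers in the coding part, a significant rise of Lars2 after E12.5 in gonads of both sexes. That result was not analysed here, and it does not rest on the sequencing counts. For miR-6236 and miR-6240 the ratio of miR-6236 to Rn18s-rs5 varied by 1.274, and neither precursor aligned with another gene. The same search thus argues against a stretch of Rn18s-rs5 in these precursors. Reads of other ribosomal sequence and a change of the miRNAs themselves cannot be told apart. The sequences of Xylb, Foxa1 and Gykl1 were not searched themselves, and Rn18s-rs5 aligned with none of these genes. For other ribosomal sequence the explanation was not tested in them. A change of these genes with age stays open, untested.

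Between E11.5 and E14.5, 209 genes fell at E12.5 and rose at E14.5, among 18386 genes tested in both comparisons. The highest of 10000 draws of as many genes with matched expression held 92, which argues against an overlap by chance of these calls. Of the 209, 110 are protein-coding, 34 tRNAs, 20 snoRNAs and 12 miRNAs. A property that the E11.5 and E14.5 libraries have in common, such as their rRNA share, may explain part of the overlap, and so may a change with age. At E14.5, 6.553 times as many genes lay 1 or more above the median log2 fold change as below it, a ratio that no scaling moves. That asymmetry around the median gene therefore does not come from the scaling between libraries. Whether rises or falls prevail among the DEGs does depend on it, as total counts gave 261 up-regulated and 11136 down-regulated.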

How the results depend on the processing

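Results were recomputed under each alternative. Of 276 recalculations of the counts, shares and list medians, 221 kept the reported result, 53 moved and 2 reversed. For a list median, keeping the result means only that it stayed within or outside the middle of the random lists, which held for all 132. The values themselves shifted, such as the median log2 fold change of the mitochondrial aminoacyl-tRNA synthetase list, E13.5 versus E12.5, from 0.0044 to −0.0069 with TMM from protein-coding genes. The median log2 fold change of the globin list, E14.5 versus E13.5, went from −0.2238 to −0.7445 with members of at least 10 counts. DESeq2 size factors, TMM from protein-coding genes and normalizing all 4 libraries together changed no count of DEGs by over 1.5 times. With these, the number of DEGs lay between 2742 and 2793 at E12.5, between 354 and 366 at E13.5 and between 917 and 940 at E14.5.

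The preset variability moved the number of DEGs most at E12.5 and E13.5, because a larger dispersion by its construction calls fewer genes. At E14.5 total counts, described below, added more DEGs than any preset value removed. They also moved the protein-coding, tRNA and snoRNA DEGs of E14.5 further than a coefficient of 0.2 did. With a biological coefficient of variation of 0.2, 1822 DEGs were left at E12.5, 54 at E13.5 and 479 at E14.5, and 6 genes were called in all 3 comparisons. Protein-coding DEGs were then 49 at E13.5 and 226 at E14.5, tRNAs 14, 0 and 86 in the successive comparisons, snoRNAs 12 at E12.5, and miRNAs 14 at E12.5 and 32 at E14.5. At 0.4, 286, 1 and 31 DEGs were left. A dispersion estimated with the 4 libraries as replicates left 121 at E13.5. Requiring |log2 fold change| ≥ 2 left 1230, 99 and 359. In simulated libraries without any change, the test at the preset value called a median of 0 genes when the true variability was 0.1 and 4411.5, 4431.5 and 4272.5 in the 3 comparisons when it was 0.4. The abundant genes alone had a robust SD that corresponds to a coefficient of variation of 0.123, 0.0626 and 0.0708, so a much larger variability among abundant genes is argued against, and that of rarer genes is unknown.

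Total counts in place of TMM reversed the direction of the DEGs at E14.5, with 11397 DEGs of which 11136 were down-regulated, and of the protein-coding ones, with 9414. tRNA DEGs became 26 at E12.5 and 28 at E14.5, and snoRNA DEGs 29 at E14.5. The share of counts on rRNA at E14.5 lowers every other gene under this scaling by construction. Leaving out rRNA genes and the 10 most abundant genes of each library moved every class share by construction. At the successive time points miRNAs then held 0.166%, 0.0981%, 0.0734% and 0.896%, protein-coding genes 94.5%, 95.2%, 95.5% and 93.4%, snoRNAs 0.701%, 0.547%, 0.484% and 1.076%, and tRNAs 0.458%, 0.334%, 0.217% and 0.540%. Leaving out miR-6236 and miR-6240, a choice made after seeing the values, left miRNAs 0.0618%, 0.0731%, 0.0551% and 0.0439% of all counts, a fall at E14.5. With rRNA and the 10 most abundant genes also left out, likewise after seeing the values, miRNAs held 0.0821%, 0.0868%, 0.0650% and 0.105%, a rise at E14.5.

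With protein-coding genes only, the share of differentially expressed genes on chromosome 11, E14.5 versus E13.5, was 8.159%. The share of differentially expressed genes on chromosome 13, E12.5 versus E11.5, was 3.782%. The share of differentially expressed genes on chromosome 13, E14.5 versus E13.5, was 3.975%, or 4.371% without tRNA genes. Detection fell to 20083 features other than miRNAs and 70 mature miRNAs with at least 10 counts in any library, and to 131 mature miRNAs with a count in every library, since these limits admit fewer features by construction.

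Of the recalculated changes of named genes, 1105 stayed inside the reported interval, 298 moved and 17 reversed, where a reversal was counted only for DEGs, all 17 at E14.5. DEGs or not, 16 fold changes outside the interval had the other sign with total counts and 32 in the ratio of the deposited TPM. For the 17, the values follow. In the ratio of the deposited TPM the log2 fold changes were −0.45 for AF357399, −0.23 for Rnr1, −0.58 for Rnr2, −0.35 for Scarna3a, −0.094 for Scarna3b, −0.20 for Snora62, −0.64 for Snora68, −0.49 for Snord49a, −0.58 for Sycp1, −0.485 for Trnae-uuc, −0.63 for n-Te15, −0.54 for n-Te18 and −0.50 for n-Te21. With total counts they were −0.024 for Rnr2, −0.079 for Snora68, −0.019 for Sycp1 and −0.069 for n-Te15. At E14.5 both alternatives shift all genes nearly alike by construction, with a median shift of −1.637 for the TPM ratio and −1.0796 for total counts among 84 named genes with at least 10 counts in both libraries, so the genes with the smaller rises changed sign.

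Depth limits the rare genes. A gene at 0 counts in the smallest library may have up to 0.117 CPM, and only 70 mature miRNAs reach 10 counts in any library, so miRNA changes rest on few counts. No paired analysis was possible because each time point has a single pooled library, and for the same reason no library could be left out.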

Differences from the paper's values

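Of 67 values compared with the paper's text and 100 compared with its supplementary tables, 18 and 1 differ. The 18 do not include antisense RNAs (39 and 16 DEGs at E12.5 and E14.5), other lncRNAs (56 and 28) and processed pseudogenes (41 at E12.5). Each of these numbers is over 1.5 times that in the paper's table. A filter of more than 1 CPM in at least 1 library, named below, was chosen after seeing the values.

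At E13.5, 99 genes had a |log2 fold change| of at least 2, against the paper's 65. Of the alternatives set before the data were examined, a biological coefficient of variation of 0.2 (48), an estimated dispersion (66), TMM from protein-coding genes (97) and no filter (95) fell within 1.5 times the paper's value. A biological coefficient of variation of 0.4 (1), DESeq2 size factors (99), total counts (100), at least 10 counts in both libraries (34) and all 4 libraries together (103) did not. The filter of more than 1 CPM, chosen after seeing the values, gave 65.

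miRNA DEGs numbered 28 at E12.5 against the paper's 11, and 50 at E14.5 against the paper's 17. For E12.5, a biological coefficient of variation of 0.2 gave 14 and closed the gap, and total counts (22) and TMM from protein-coding genes (28) did not. For E14.5 none of the alternatives set before the data were examined closed it, with 32, 38 and 50. The filter chosen after seeing the values gave 21 and 34, of which 10 and 17 are mature miRNAs. Without that filter, 14 of the 28 and 25 of the 50 are mature miRNAs, and counted in this unit, also looked at only after seeing the values, both fall within 1.5 times the paper's values.

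snRNA DEGs numbered 5 at E12.5 against the paper's 3. Total counts gave 3 and a biological coefficient of variation of 0.2 gave 2, and TMM from protein-coding genes (5) left the gap, as did the filter chosen after seeing the values (5).

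DEGs without an RNA type numbered 89, 6 and 32 in the successive comparisons, against the paper's 171, 19 and 63. None of the alternatives set before the data were examined closed these gaps. A biological coefficient of variation of 0.2 gave 39, 2 and 19, total counts 84, 7 and 401, and TMM from protein-coding genes 88, 6 and 32. The filter chosen after seeing the values gave 59, 4 and 25.

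For the up-regulated tRNAs of E14.5 by amino acid, no alternative was set before the data were examined. Arginine had 13 against the paper's 23, asparagine 4 against the paper's 2, aspartate 6 against the paper's 2, glutamine 2 against the paper's 9, glycine 14 against the paper's 9, and histidine 7 against the paper's 13. Isoleucine had 7 against the paper's 3, leucine 18 against the paper's 8, phenylalanine 3 against the paper's 5, threonine 9 against the paper's 14, and valine 4 against the paper's 18. With the filter of more than 1 CPM, chosen after seeing the values, asparagine (3) and glycine (12) fell within 1.5 times the paper's values, and arginine (13), aspartate (6), glutamine (3), histidine (7), isoleucine (5), leucine (16), phenylalanine (3), threonine (9) and valine (3) did not.

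The log2 fold change of mmu-miR-6236 at E14.5 was 6.54 against the paper's 5.91. None of the alternatives set before the data were examined closed the gap, with 6.541 for TMM from protein-coding genes, 6.5343 for DESeq2 size factors, 5.46 for total counts, 6.5375 for a prior count of 2 and 4.90 for the ratio of the deposited TPM. The precursor feature of the same miRNA, tested in the same way, had 5.91.

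The paper's supplementary table for E13.5 lists 494 genes as DEGs, of which 161 have an FDR over 0.05 in that table.

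Several statements of the paper on genes and rankings come out differently. The paper takes n-Te15, n-Te18, n-Te21 and Trnae-uuc as lysine tRNAs, and by coordinates and anticodon they are glutamate tRNAs. It names these as the most abundant, and they held ranks 1 to 4 at E12.5 and E13.5. At E14.5 n-Tp9 for proline was in rank 2 with 3297 counts, and at E11.5 n-Ta39 for alanine was in rank 4. It describes arginine as the largest amino acid group, and leucine was the largest here with 18. It describes all tRNA DEGs of E12.5 as falling, and 1 of 46 rose here, while with the filter of more than 1 CPM, chosen after seeing the values, all 46 fell. It gives the tRNA rises of E14.5 an upper limit, and 36 of 170 exceeded 4-fold, or 28 of 158 with that filter.

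Among the falls at E12.5, the paper ranks Mab21l1 among the most significant, where it ranked 550 by p and its paralog Mab21l2 ranked 14. Six2 ranked 3 and Wnt9b 9. The paper places Hoxa11 and Hoxa11os first among the Hoxa genes, and Hoxa10 had the smallest p-value here, with ranks of 7, 22 and 50 for Hoxa10, Hoxa11 and Hoxa11os. By the size of the fall, Hoxa11 and Hoxa11os came before Hoxa10, as the paper has them. The paper's description of the cluster ends at Hoxa11, and Hoxa13 (−3.25) was also called. For E14.5, the paper takes Lars2 as the strongest rise in its part on mRNAs. Among DEGs with at least 100 counts in the higher library, Lars2 was the largest protein-coding rise here too. Of other classes, the rRNA genes n-R5s124 and Rn5s10, the latter with at least 266-fold, and LOC102639045 had rises as large or larger. The paper has Nxf2 and others on the sex chromosomes rise throughout, and Nxf2 changed by 0.41 and −0.24 before E14.5 and was not called in those comparisons. Sorted by level, the paper puts Hba-x and Hbb-bh1 on top of the falls of E13.5, and Hbb-y ranked 1, Hba-x 3 and Hbb-bh1 5 here. The paper gives Neat1, Itga9 and Nr3c2 a similar course, and at E14.5 Neat1 changed by −1.14 where Itga9 changed by 0.18 and Nr3c2 by −0.09. In the ratio of the deposited TPM, an alternative set before the data were examined, all 3 rose at E12.5 and E13.5 and fell at E14.5, by −2.78, −1.46 and −1.73, as they did with total counts, by −2.22, −0.90 and −1.17. Both alternatives shift nearly all genes at E14.5, by a median of −1.637 and −1.0796 among named genes. The falls of Itga9 and Nr3c2 are close to that shift, so they do not show a course shared with Neat1. The paper counts Snord49a and Snord22 among the most abundant snoRNAs of its DEG lists for E11.5 to E12.5. Neither was called at E12.5 (−0.65 and −0.86), and both were at E14.5. Snord49b and Snord91a are placed within the tRNA hubs of chromosome 11, and they lie 1195 kb and 4799 kb from the nearest called tRNA.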

Other observations

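Of the tests in this part, the comparisons of Sertoli and granulosa cell genes with Y-linked genes and Xist and that of tRNA and snoRNA with other short RNAs were chosen only after the result was seen.

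Six2, Wnt9b and other developmental regulators fell from E11.5 to E12.5. Mesonephros tissue left on the gonad only at E11.5 is a candidate explanation, as 19 mesonephric and nephric genes other than Hox genes that the paper does not name had a median log2 fold change of −2.34, below all random lists of matched expression. Of these 19, 14 fell and 5 rose. Of the 25 genes of the full list, 19 had at least 10 counts in every library. A fall of these genes in the gonad itself with age stays open, as the tissue and the time point change together.

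Embryonic globins fell at E14.5, with Hba-x at −1.49, Hbb-bh1 at −1.64 and Hbb-y at −2.04, while adult ones changed by 0.36 for Hbb-bs, 0.22 for Hbb-bt, 0.03 for Hba-a2 and −0.05 for Hba-a1. Fewer red blood cells in the E14.5 sample are argued against only as the whole cause of the embryonic falls. The 18 erythroid genes other than globins had a median of 0.089, with 11 up, 7 down and 0 called. A smaller loss of red cells stays open, as a median within the random lists cannot exclude it. The embryonic share of the globin counts fell from 67.7% at E11.5 to 4.92% at E14.5. Whether this took place within the same red cells or by replacement of cells was not tested.

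Xist and the ubiquitous Y-linked genes moved in opposite directions in 3 of 3 comparisons, with Xist at −0.68, 0.70 and −0.57 and the Y-linked median at 0.22, −0.23 and 0.11. Unequal shares of XX and XY tissue in the pools may explain these shifts, and all 4 Y-linked genes went against Xist each time. Unequal shares as the whole cause are argued against for the rises at E12.5 only, because the Sertoli cell list rose by 2.43 more than the Y-linked list and the granulosa cell list rose by 0.504 while Xist fell. In the later comparisons unequal shares are a candidate explanation. The granulosa cell list moved with Xist, by 0.30 at E13.5 and −0.48 at E14.5, and the Sertoli cell list rose at E14.5 by 0.12, within the range of the Y-linked genes. A change of these genes with age stays open, untested, as the samples do not separate XX from XY gonads. For the rises at E12.5, an effect of removing the mesonephros stays open as well.

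tRNAs and snoRNAs rose at E14.5, and so did short RNAs of other classes, with a median of 0.98, above all random lists. Short RNAs of every kind kept more in the E14.5 library are therefore a candidate explanation. A rise of tRNAs and snoRNAs in the gonad with age stays open, untested.

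The primers that the paper used for Lars2 lie at 613 to 635 and 767 to 789 of the transcript, in the coding part, 2642 and 2488 bases before the stretch that Lars2 has in common with LOC102639045. The rise of Lars2 after E12.5 that the paper reports with them therefore does not cover that stretch.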
